# Integrating transcriptional, metabolomic, and physiological responses to drought stress and recovery in switchgrass (*Panicum virgatum* L.)

**DOI:** 10.1186/1471-2164-15-527

**Published:** 2014-06-26

**Authors:** Eli Meyer, Michael J Aspinwall, David B Lowry, Juan Diego Palacio-Mejía, Tierney L Logan, Philip A Fay, Thomas E Juenger

**Keywords:** Drought, Recovery, Switchgrass, *Panicum virgatum*, Gene expression, RNA-seq

## Abstract

**Background:**

In light of the changes in precipitation and soil water availability expected with climate change, understanding the mechanisms underlying plant responses to water deficit is essential. Toward that end we have conducted an integrative analysis of responses to drought stress in the perennial C_4_ grass and biofuel crop, *Panicum virgatum* (switchgrass). Responses to soil drying and re-watering were measured at transcriptional, physiological, and metabolomic levels. To assess the interaction of soil moisture with diel light: dark cycles, we profiled gene expression in drought and control treatments under pre-dawn and mid-day conditions.

**Results:**

Soil drying resulted in reduced leaf water potential, gas exchange, and chlorophyll fluorescence along with differential expression of a large fraction of the transcriptome (37%). Many transcripts responded differently depending on time of day (e.g. up-regulation pre-dawn and down-regulation mid-day). Genes associated with C_4_ photosynthesis were down-regulated during drought, while C_4_ metabolic intermediates accumulated. Rapid changes in gene expression were observed during recovery from drought, along with increased water use efficiency and chlorophyll fluorescence.

**Conclusions:**

Our findings demonstrate that drought responsive gene expression depends strongly on time of day and that gene expression is extensively modified during the first few hours of drought recovery. Analysis of covariation in gene expression, metabolite abundance, and physiology among plants revealed non-linear relationships that suggest critical thresholds in drought stress responses. Future studies may benefit from evaluating these thresholds among diverse accessions of switchgrass and other C_4_ grasses.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-527) contains supplementary material, which is available to authorized users.

## Background

Drought is the most important factor limiting ecosystem and agricultural productivity, and influencing plant community structure worldwide [1–6]. The increasing frequency and intensity of drought events resulting from global climate change [7–9] is placing further strain on crops and plants in natural ecosystems. Understanding the transcriptional, metabolic, and physiological aspects of drought responses in plants is therefore of critical importance.

Drought often causes reductions in leaf water potential (Ψ) whereby plants initially respond by closing their stomata, and reducing stomatal conductance (*g*_s_) and transpiration (*E*) [2]. While reduced stomatal conductance may limit net photosynthesis (*A*_CO2_) during drought, intense water deficits can also trigger down-regulation of the entire photosynthetic apparatus [10]. These changes limit whole-plant C fixation and growth, and may lead to carbon starvation [11, 12]. Stomatal closure can also limit transpirational cooling and increase leaf temperature, forcing plants to defend against oxidative damage [10, 13, 14]. Stomatal responses to drought stress are often mediated by signaling pathways including Abscisic Acid (ABA) [2, 15, 16]. Despite our understanding of drought response physiology we lack basic information regarding the genetic mechanisms underlying the regulation of plant metabolism and gas-exchange during drought and recovery from drought [15, 17, 18].

Recent studies using microarrays and RNA-sequencing have identified thousands of genes associated with drought stress responses in plants [19–26]. These studies have generally found down-regulation of genes associated with photosynthesis and metabolism, and up-regulation of stress response genes. Regulatory genes including members of the ABA signaling pathway are differentially expressed during drought stress in many species [20, 27–29]. However, little is known about how these gene expression responses are related to physiology and metabolism during drought stress and recovery [20].

*Panicum virgatum* L. (switchgrass) is a C_4_ NAD-malic enzyme (NAD-ME) type perennial bunchgrass native to the tallgrass prairie of North America [30–32]. Switchgrass is considered a promising biofuel crop due to its high productivity, abundant genetic diversity, and large native geographic range [33–35]. Compared to traditional agricultural crops such as corn (*Zea mays*), *P. virgatum* requires little management and uses resources, especially water, more efficiently: a characteristic important for sustainable bioenergy production [36–39]. C_4_ grasses like *P. virgatum* are also key components of native grassland and agricultural ecosystems [40, 41], but our mechanistic understanding of drought responses in C_4_ grasses, more broadly, remains incomplete.

Our study addresses this gap through an integrative analysis of transcriptional, metabolomic, and physiological responses to drought in *P. virgatum.* Here, we asked 1) how gene expression varies under well-watered, drought, and recovery conditions; 2) how gene expression responses to drought vary with diel light:dark cycles; and 3) how changes in gene expression are related to physiological status and metabolite abundance across treatments.

## Methods

### Plant material

Our study focused on AP13, an accession of the lowland *P. virgatum* cultivar Alamo. This cultivar was originally collected in George West, TX in 1972 and released from the James E. “Bud” Smith Plant Material Center near Knox City, TX in 1978 (NRCS). AP13 is the primary clonal genotype of Alamo used for genomic research in *P. virgatum*, with transcriptome and draft whole genome sequence currently available through the DOE Joint Genome Institute (http://www.phytozome.net/panicumvirgatum). Our analysis of AP13 drought responses therefore establishes a foundation for understanding the functional genomic basis of drought responses in the most widely studied accession of *P. virgatum* and more broadly in other C_4_ grasses.

### Soil and plant water balance

Clonal replicates of *P. virgatum* accession Alamo AP13 (n = 28 plants) were established at the University of Texas at Austin Brackenridge Field Laboratory (BFL) greenhouses in Austin, TX. Plants were propagated by division and independently potted in 3.78 L pots filled with a growth media composed of ProMix (40% sphagnum peat moss, 18% perlite) and a non-swelling clay (Turface, Profile Products, Buffalo Grove, IL), then grown for at least 45 d prior to beginning experiments. For the experiments described here, plants were randomly assigned to either the control group (n = 12), and well watered (1 L day^-1^); or to the drought treatment (n = 16), which received no additional water. Volumetric water content (VWC) of the growth media was measured daily throughout the experiment to monitor soil drying, sampling two locations per pot using a time domain reflectometer (TDR) probe (HydroSense CS620, Campbell Scientific Australia, Garbutt, QLD, Australia). Once VWC fell below 10% in the drought treatment (Figure 1), predawn leaf water potential (Ψ_pd_) was measured using a Scholander-type pressure chamber (PMS Instruments Company, Albany, OR). Previous pot-based studies [42] found that Ψ_pd_ values ≤ -2.0 are associated with ≥50% reductions in net photosynthetic rates in *P. virgatum.* On this basis we chose to begin measurements of gas exchange, gene expression, and metabolism once this threshold (-2.0 MPa) was reached.

**Figure 1:**
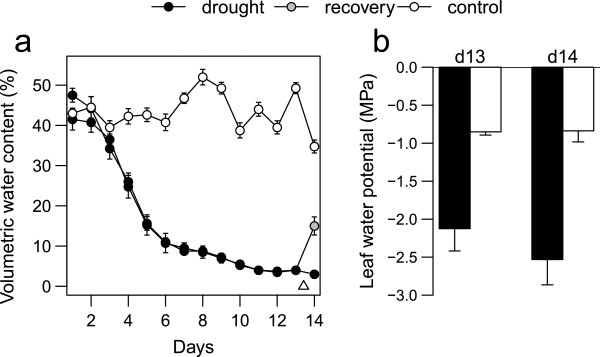
**Effects of drought treatment on (a) volumetric water content of soil and (b) predawn leaf water potential.** △: time of re-watering. Bars and symbols depict mean values, and error bars represent standard error of the mean.

VWC in the drought treatment first declined rapidly from 44.9% to 12.6%, then gradually declined to 3.4% by the end of the experiment (day 14). VWC of the well-watered controls remained high throughout the experiment (average = 43.9%). At 10 am on day 14, eight randomly-selected plants from the drought treatment were re-watered with 1 L of water to initiate the “recovery” treatment, increasing VWC in those pots to 16.0% within 4 hours (2 pm). Mature (fully expanded, with clearly defined ligule) leaves were sampled from the upper canopy of each plant at multiple times including pre-dawn and mid-day on days 13 and 14 for measurements of gene expression, metabolite abundance, and physiology. Ψ_pd_ was measured using samples collected pre-dawn (approximately 5:00 AM), while gas-exchange and chlorophyll fluorescence were measured using samples collected mid-day (approximately 2:00 PM). Leaf tissue was preserved for gene expression analysis at each sampling point, and additional samples collected at 10:30 AM and 12:00 PM on day 14 to measure recovery responses. Additional portions of each sampled leaf were stored separately for metabolite analysis. Samples were preserved for gene expression and metabolite profiling by flash-freezing in liquid nitrogen.

### Physiological responses during drought and recovery

Mature upper canopy leaves were sampled from n = 20 plants (6–8 per treatment) for gas-exchange and chlorophyll fluorescence measurements. On day 14, measurements commenced 2 h after initiating the recovery treatment. Leaf net CO_2_ assimilation (*A*_CO2_; μmol m^-2^ s^-1^), stomatal conductance to water vapor (*g*_s_; mmol m^-2^ s^-1^), intrinsic water-use efficiency (*A*_CO2_/*g*_s_ or iWUE; μmol mmol^-1^), photochemical quenching of photosystem II (PSII) (q*P*, dimensionless), and efficiency of PSII (*Φ*_PSII_) were measured on 1–2 leaves using a LI-6400 portable photosynthesis system equipped with a modulated chlorophyll fluorometer (6400–40) integrated into the cuvette lid (LI-COR, Inc., Lincoln, NE, USA). Fluorescence parameters were calculated using built-in functions of the LI-6400 system.

Conditions in the LI-6400 cuvette were set to approximate the ambient growing conditions in the greenhouse. Using an actinic light source, irradiance in the cuvette was set at 1500 μmol m^-2^ s^-1^ photosynthetically active radiation (PAR). Chamber supply [CO_2_] was controlled at 380 μmol mol^-1^, resulting in cuvette [CO_2_] of 373 ± 5.2 (mean ± SD) μmol mol^-1^ across all measurements. The cuvette block temperature was set at ambient and leaf temperature was measured using the LI-6400 leaf thermocouple. Water vapor inside the chamber was not scrubbed such that relative humidity in the chamber approximated ambient conditions. Across sampling points, chamber relative humidity and leaf temperature averaged 64.6 ± 6.1% and 32.5 ± 0.6°C, respectively.

Physiological data were analyzed using a general linear model (ANOVA) with unstructured covariance matrix (to account for the correlations among repeated measurements from the same plants) in SAS PROC MIXED (SAS/STAT v9.2, SAS Institute, Inc.). Effects of measurement day and treatment were tested (alone and in interaction) for leaf water potential data, and effects of treatment for gas-exchange and fluorescence data.

### Transcriptional responses during drought and recovery

Gene expression was profiled at six sampling points throughout the experiment, including both pre-dawn and mid-day sampling times (n = 119 samples; Additional file 1: Table S1). 

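The deposited counts covered 119 samples from 24 plants, of which 41 were control, 59 drought and 19 recovery samples. Each value was the number of reads that the authors mapped unambiguously to an isogroup, without normalization. An isogroup is the set of assembled transcripts taken to come from a single locus, and 35352 isogroups were listed. Total reads per sample ranged from 159316 in a drought sample (day 14, 2:00 PM, plant 21) to 28193411 in a control sample (day 14, 5:00 AM, plant 19), with a median of 1402269. The drought experiment comprised 74 of these samples and the recovery experiment 58, with the 2:00 PM control and drought samples of day 14 used in both. The labels gave 6 recovery samples at 12:00 PM on day 14, whereas the paper's Table S1 lists 7. On day 13, 2 samples collected at 2:00 PM from drought plant 8 carried the same plant number. Their counts differed by a chi-square per degree of freedom of 41.49. The 104 other pairs of that group ranged from 6.229 to 73.87, so both were kept as separate samples. The median of those pairs was 24.1, so these 2 samples were less alike than most pairs of different plants. The statistic also rises with read depth, so it does not settle whether both came from the same plant.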

For each sample, RNA was extracted using the Spectrum Plant Total RNA kit (Sigma-Aldrich, Saint Louis, MO, USA) and treated with DNAse I (Sigma-Aldrich) to remove genomic DNA. One μg of intact total RNA per sample was used to prepare cDNA tag libraries as previously described and applied to *Panicum* [43, 44]. Samples were assigned sample-specific oligonucleotide barcodes and pooled for multiplexed sequencing on the SOLiD platform (version 3.0, Applied Biosystems) at the University of Texas, Austin.

cDNA tag libraries prepared from each sample were sequenced at 5.7 million raw reads per sample on the SOLiD platform, 69% of which (high-quality reads, HQ) passed quality and adaptor filters. Prior to analysis, reads were trimmed to remove four non-template bases introduced at the 5′ end of each tag during library preparation and exclude uninformative reads (homopolymer regions ≥10 bases in length, >10 bases with quality scores < 20, or matching adaptors from library construction [cross_match alignment score ≥ 10]).

We first analyzed these data by aligning HQ reads against a recently published *P. virgatum* transcriptome assembly [45], but found that a large proportion of reads matched multiple transcripts in that assembly equally well and therefore had to be excluded. To minimize this data loss, which may have resulted from the inclusion of multiple genotypes in the published assembly, we instead developed a custom transcriptome assembly using exclusively Alamo AP13 data from the same study. Summary statistics of this custom assembly are shown in (Additional file 1: Table S2). Assembled transcripts (isotigs) were annotated with gene names based on BLASTX comparisons with the UniProt database (version 2010_09; e-value ≤ 10^-4^), and with Gene Ontology (GO) terms based on GO annotation of UniProt records (http://www.geneontology.org). To facilitate functional analysis in MapMan [46], transcripts were assigned to functional categories (bins) using Mercator [47] based on sequence similarity with annotated reference sequences (TAIR release 9, UniProt plant proteins, KOG, CDD, and TIGR rice proteins).

The Roche De Novo Assembler used for our custom assembly tracks relationships among contigs to organize isotigs (transcript models) into isogroups intended to represent the collections of transcripts from a single locus. In the tetraploid genome of Alamo AP13, these isogroups are expected to combine homeologs which generally show little sequence divergence (<2%) [30]. However, RNA-Seq data would be ineffective at discriminating between homoelogs for the same reason, regardless of reference, and since any functional differences between homeologs remain unknown, the functional interpretation of our expression data would be unaffected in any case. We therefore chose to filter for ambiguity and count matches for expression analysis at the isogroup level.

HQ reads were aligned in color-space against the custom AP13 assembly using SHRiMP alignment software (version 2.1.1b) [48], running *gmapper-cs* with options ‘--strata -o 10 -N 16′. Alignments were filtered with *probcalc* to eliminate weak matches (*P*_chance_ > 0.05), and short (<35 bp aligned, or < 32 matching bp) or ambiguous alignments removed with custom Perl scripts. 59% of HQ reads were unambiguously mapped to a single isogroup, yielding on average 2.6 million mapped reads per sample for statistical analysis. 

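Summed over the 119 samples, 303871257 reads were mapped to isogroups, a mean of 2553540 ± 3831345 (SD, n = 119) per sample. The distribution was skewed: the median was 1402269, 92 samples had fewer than 2600000 reads and 30 had fewer than 1000000. The 5 samples with the most reads held 31.3% of all reads. A sample contained at least 1 read for a median of 24238 isogroups. Precision therefore differed among samples, and the voom weights gave deeper samples more influence on the fitted values. When samples above 1000000 reads were thinned at random to that depth, 8718 isogroups differed between drought and control, compared with 9940 at full depth.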

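The control sample collected from plant 19 at 5:00 AM on day 14 was the only one deep enough for this comparison, with 28193411 mapped reads and 29069 isogroups detected at least once. Its reads were resampled with replacement 10 times at each depth, after the procedure of Figure S1. At 2600000 reads, 25788.6 ± 29.6 isogroups (SD, n = 10 draws) were detected, and at 28000000 reads 28585.7 ± 10.8 (SD, n = 10 draws). The lower depth thus recovered 90.2% of the isogroups seen at the higher depth. Sampling without replacement in place of resampling gave 89.1%. The error given is that of the draws, since a single sample was used and there are no biological replicates. From such a curve the paper concludes that its average depth captured most transcripts.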

Rarefaction analysis (Additional file 1: Figure S1) showed that this sequencing depth captured the majority of transcripts (85%) detected at >10-fold higher sequencing depths (28 million mapped reads).

Statistical comparisons of RNA-Seq count data typically use negative binomial models well suited for the over-dispersed counts data characteristic of RNA-Seq [49]. However, currently available software implementing this approach does not model random factors as required for ‘repeated measures’ analysis. To balance these concerns, we transformed counts data using a variance stabilizing procedure *voom* in the R module *limma* [50] designed to transform count data from RNA-Seq into weighted expression values suitable for linear modeling. Individual (plant) was modeled as a random factor to account for correlation among repeated measurements. Differential expression was tested using an empirical Bayes method function (*eBayes*), with false discovery rate (FDR) controlled at 0.05.

To evaluate transcriptional responses to drought in the context of diel light:dark cycles, we compared stressed and control treatments (n = 74) sampled pre-dawn and mid-day on days 13 and 14. To investigate transcriptional responses during recovery from drought stress, a nested set of samples (n = 58) were collected from the same plants on day 14 (0.5, 2, and 4 hours after re-watering) for all three treatments (drought, control, and recovery).

### Functional analysis of responses to drought and re-watering

To identify metabolic pathways and processes responding to drought stress or recovery, expression changes in each functional category (MapMan bin) were compared to the overall responses across all genes (Wilcoxon rank sum tests, FDR = 0.05). Effects of drought were evaluated by comparing the average difference between drought and control treatments across all sampling points. The effects of recovery were evaluated by comparing the average difference between recovery and drought treatments across all sampling points following re-watering.

To evaluate expression changes relevant for C_4_ photosynthesis we selected genes associated with this process based on Mercator annotations of our transcriptome data and previously published descriptions of C_4_ photosynthesis in grasses [51]. To integrate expression and metabolite data for this pathway, fold-changes in gene expression and metabolite abundance were calculated based on the subset of plants that were sampled for both analyses.

### Validation of expression profiles by qPCR

Comparisons between qPCR and RNA-Seq were performed using four replicates from each treatment at pre-dawn (drought and control) and mid-day (drought, control, and recovery) sampling points on day 14 (n = 20 samples). Oligo-dT primed (dT_20_) first-strand cDNA was prepared for each sample using 500 ng total RNA and Superscript II reverse transcriptase (Clontech, Mountain View, CA, USA), then used for duplicate qPCR reactions for each sample and target. RT-qPCR was conducted with SYBR Green PCR Master Mix (Invitrogen, Carlsbad, CA, USA) using a 7300 Real-Time PCR System (Applied Biosystems). Primer efficiency was verified using a cDNA dilution series (100% ± 5%) and specificity by melt curve analysis. Stable expression of reference genes was verified based on replicate samples (n = 4 from each group) with equal amounts of total RNA in each reaction analyzed using the 2^-ΔCt^ method, and expression values normalized to the average C_t_ of three stable reference genes (*CoxI*, *CyCTI-3*, and *Eif5a*) using the ddC_T_ method [52].

### Metabolomic consequences of drought stress

To complement the expression profiling data, additional samples were collected from a subset of plants (four from each of control, stressed, and recovering) at the end of the experiment and shipped on dry ice to the Metabolomics Central Service Core Laboratory at University of California, Davis. Gas chromatography and time-of-flight mass spectrometry were used to quantify small molecules involved in primary metabolism, and individual compounds identified from mass spectra and annotated using BinBase [53]. Raw metabolomic data are provided in supporting information (Additional file 2: Table S3). For statistical comparisons between treatments, metabolite abundance data were log-transformed and scaled to the average value in control samples. Transformed abundance data were compared using ANOVA, with FDR controlled at 0.1.

### Relationships between gene expression, metabolomics, and physiology

Linear correlations between gene expression and metabolite abundance were based on weighted expression data (RNA-Seq) and the log-transformed abundance of each metabolite in the same samples (n = 12). The larger sample size available for physiological traits (n = 32) made it possible to search for both linear and non-linear relationships between gene expression and physiology using maximal information coefficient (MIC) as implemented in the MINE software [54]. Significance of these relationships was evaluated using pre-computed *P*-values from MINE, with Bonferroni correction for multiple tests.

### Availability of supporting data

The custom transcriptome assembly used as a reference in this study is available at the Dryad data repository (doi:10.5061/dryad.6630k). RNA-Seq data are available at NCBI’s Gene Expression Omnibus (Series GSE57887).

## Results

### Physiological effects of drought and recovery

The reduced soil water content imposed by the drought treatment (Figure 1a) caused visible indications of stress by day 13, at which point ~50% of plants showed leaf yellowing and rolling, but not senescence. Pre-dawn leaf water potential (Ψ_pd_) declined accordingly (Figure 1b), falling below -2.0 MPa in the drought treatment on day 13 (mean ± SE = -2.1 ± 0.3 MPa) while remaining significantly higher in controls (-0.85 ± 0.04 MPa; *P* = 0.001). Similar effects were found on day 14 (drought Ψ_pd_ = -2.5 ± 0.3 MPa; control Ψ_pd_ = -0.84 ± 0.15 MPa); no effects of sampling day (13 vs. 14) or day × treatment interactions were observed (*P* = 0.53 and 0.51, respectively).

Gas exchange rates and photochemical traits also declined substantially in the drought treatment relative to controls (*P* < 0.05; Figure 2). *A*_CO2_ and q*P* declined 5.5 and 3.4 fold, respectively, in drought plants relative to controls. Similarly, stomatal conductance (*g*_s_) was reduced 3.9-fold in the drought treatment relative to controls (Figure 2). Because the reductions in *A*_CO2_ outpaced reductions in *g*_s_, iWUE was slightly lower in the drought treatment. Although this trend was not significant on day 13 (*P* = 0.14), a significant difference was detected on day 14 (*P* = 0.01; Figure 2).

**Figure 2:**
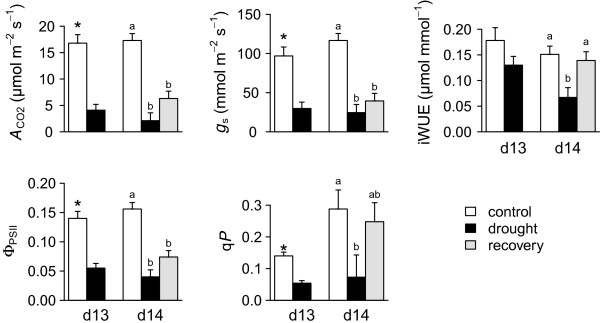
**Effects of drought and recovery treatments on photosynthesis and gas exchange.** Values shown are mean ± standard error. *A*_CO2_: light saturated net photosynthetic rate; *g*_s_: stomatal conductance; iWUE: intrinsic water-use efficiency; *Φ*_PSII_: efficiency of photochemical quenching; q*P*: photochemical quenching. *indicates significant differences between drought and control treatments on d13 (at which point these were the only treatment). Significant differences at d14 (comparing three treatments) are indicated by lowercase letters; bars sharing a letter were not significantly different.

Although several gas exchange and fluorescence traits showed a slight increase after rewatering (Figure 2), these trends were not significant for most traits. Interestingly, although *g*_s_ and *A*_CO2_ did not return to control levels after rewatering, their ratio (iWUE, water use-efficiency) returned to nearly control levels (0.14 and 0.16 μmol mmol^-1^ for recovering and control, respectively). This occurred rapidly (<4 hr), even though water availability (VWC) had not yet returned to control levels (Figure 1a). These rapid physiological responses demonstrate the plasticity of gas exchange in switchgrass, highlighting a potentially adaptive trait in water limited habitats.

### Expression profiling drought and recovery using RNA-seq

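The drought experiment used 28 control and 46 drought samples collected at 5:00 AM (pre-dawn) and 2:00 PM (mid-day) on days 13 and 14. Control plants contributed 6 samples at 5:00 AM and 7 at 2:00 PM on day 13, with 860075 to 2930766 (median 1415368) and 888069 to 1615976 (median 1301328) mapped reads per sample. On day 14 they contributed 8 samples at 5:00 AM, with 747020 to 28193411 reads (median 2156890), and 7 at 2:00 PM, with 610256 to 2061371 (median 1193678). Drought plants contributed 12 samples at 5:00 AM and 15 at 2:00 PM on day 13, with 735188 to 7211828 (median 1782542) and 685445 to 5833989 (median 1648376) reads. On day 14 there were 13 drought samples at 5:00 AM, with 622326 to 19335365 reads (median 1182806), and 6 at 2:00 PM, with 159316 to 2715733 (median 928415). The authors mapped reads with SHRiMP, removed weak, short and ambiguous alignments and deposited the counts per isogroup. From those counts, the 26988 isogroups with a mean of at least 1 read per sample were normalized with TMM factors, transformed with voom and fitted in limma with plant as a random factor. The 4 combinations of treatment and time formed the groups, with both days pooled. P-values were moderated with eBayes and adjusted with the Benjamini-Hochberg procedure, and isogroups with an adjusted value under 0.05 were counted as differentially expressed. Repeated samples of a plant shared little of the residual variation, with a consensus correlation of 0.0821. Deviations from the group means had a mean r of 0.135 in 84 pairs of samples from the same plant at different times and -0.0109 in 980 pairs from different plants. The identity of the plants was taken from the labels.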

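Averaged over both times of day, 9940 isogroups were differentially expressed between drought and control, 36.8% of the 26988 tested. Of these, 4751 were up-regulated and 5189 down-regulated in drought. Among isogroups with a mean of at least 10 reads per sample, isogroup04460 rose most, with a log2 fold change of 4.647 (standard error 0.679, adjusted p = 2.57e-08 from limma). It was followed by isogroup16814 at 4.643 (standard error 0.633, adjusted p = 3.8e-09 from limma). The largest declines were in isogroup37708, at -4.543 (standard error 0.38, adjusted p = 5.14e-17 from limma), and isogroup33556, at -4.497 (standard error 0.322, adjusted p = 5.36e-20 from limma). A similar number of isogroups, 10231, differed between 2:00 PM and 5:00 AM, of which 4458 were higher and 5773 lower at 2:00 PM. The largest of these time effects were in isogroup01275 (thiazole biosynthetic enzyme 1-2), at 6.771 (standard error 0.32), and isogroup00950 (glutathione S-transferase GSTU6), at 5.284 (standard error 0.274). In the other direction, isogroup11161 changed by -5.553 (standard error 0.427) and isogroup23984 by -5.245 (standard error 0.326). Without the replicate block, that is with plant ignored, 10889 isogroups responded to drought and 9627 to time of day. With plant as a fixed block, 10406 responded to time of day. A treatment effect cannot be fitted with that block, because each plant had a single treatment within the drought experiment. Within single days the drought count was 6151 on day 13 and 5539 on day 14. With library plate as a covariate the drought count was 10003. Plate was presumed from the leading digit of the authors' sample ID, whose meaning is not stated. Requiring a change of at least 2-fold as well lowered the drought count the most, to 4596 isogroups. From the share of the transcriptome affected, the paper concludes that the response of gene expression to drought was extensive.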

Gene expression profiling of drought responses revealed that a large fraction of the transcriptome (37.2%) was differentially expressed in the drought treatment relative to controls (Table 1). 

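Within the same fit, the drought effect was tested separately at each time. At 5:00 AM, 10240 isogroups (37.9% of those tested) differed between treatments, 4468 of them up-regulated and 5772 down-regulated in drought. At 2:00 PM, 4909 isogroups (18.2%) differed, 2391 up-regulated and 2518 down-regulated. Both times shared 3716 isogroups, of which 3667 changed in the same direction and 49 in opposite directions. A further 6524 isogroups passed the threshold only at 5:00 AM and 1193 only at 2:00 PM. Passing at a single time does not show that the effects differed, since 5270 of the former and 923 of the latter had the same sign at both times. The median standard error of the log2 fold change was 0.291 at 5:00 AM and 0.37 at 2:00 PM. Across the tested isogroups, which are not independent replicates, the fold changes at the 2 times had an r of 0.715. The count at 2:00 PM depended most on the samples used: it was 71 with the day 14 samples alone and 3119 with the day 13 samples alone. On day 14, the 2:00 PM drought samples of plants 11 and 21 and the control sample of plant 19 had profiles nearer to the other treatment. Thinning the deeper samples to 1000000 reads gave 7312 isogroups at 5:00 AM and 5459 at 2:00 PM. From comparisons of this kind the paper reasons that drought acted on different genes at different times of day.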

While a comparable fraction of the transcriptome was affected by the treatment at both pre-dawn and mid-day timepoints, different genes were affected by the treatment depending on the time of day. 

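The difference between the drought effects at 2:00 PM and 5:00 AM was tested as an interaction in the fit of the 74 samples. It was significant for 1306 of 26988 isogroups (4.8%). The effect of drought was more positive at 2:00 PM for 842 of them and more positive at 5:00 AM for 464. In 1020 of the 1306, the drought effect was significant at exactly 1 of the 2 times. The largest positive interactions were in isogroup20503, with a log2 difference of 4.905 (standard error 0.688, adjusted p = 1.26e-06 from limma), and isogroup02257, with 4.792 (standard error 0.571, adjusted p = 1.12e-08 from limma). The largest negative values were -4.615 in isogroup24422 (standard error 0.577, adjusted p = 3.93e-08 from limma) and -4.571 in isogroup12298 (standard error 0.827, adjusted p = 0.00017 from limma). Because plants were sampled at both times, the pairing of samples by plant was also fitted as a fixed replicate block, which gave 1168 isogroups, and left out, which gave 1048. The mean r of the deviations was 0.135 for samples of the same plant, as given for the drought experiment. Splitting the samples by day reduced the count the most, to 38 isogroups on day 13 and 137 on day 14, where fewer samples were available. The division by direction depended on the normalization and the test. Positive and negative interactions numbered 366 and 1036 with library size only in place of TMM, 681 and 619 with DESeq2's size factors, 394 and 445 in the edgeR test and 370 and 674 in DESeq2's Wald test. From the interaction term the paper concludes that the effect of drought varied with the time of day.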

Overall, the effects of drought varied as a function of time of day for 2,365 transcripts. These time × treatment interaction effects can be visualized by comparing the fold-change across time points (Figure 3a). 

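Of the 842 isogroups with a positive interaction, 427 had a higher mean in drought at 2:00 PM, and for 132 this increase was itself significant. In 711 of the 842, expression in drought was significantly lower at 5:00 AM, and 522 of these were not significantly changed at 2:00 PM. Significant changes in opposite directions at the 2 times were found for 25. Expression of isogroup03982, the starch synthase homolog, was 4.11 ± 0.73 log2 CPM (SD, n = 14) in control and 3.19 ± 0.89 (SD, n = 25) in drought samples at 5:00 AM. At 2:00 PM it was 0.33 ± 1.19 (SD, n = 14) in control and 1.51 ± 0.81 (SD, n = 21) in drought samples. The fitted drought effect was -0.7422 at 5:00 AM (standard error 0.228, adjusted p = 0.00653 from limma) and 1.17 at 2:00 PM (standard error 0.448, adjusted p = 0.0565 from limma). The interaction was 1.912 (standard error 0.477, adjusted p = 0.00881 from limma). This isogroup had few reads at mid-day, with a median of 1 read per control sample and 5 per drought sample. With plant as a fixed replicate block its interaction was 1.906, and with no replicate block 1.911. The value moved most with the day, to 2.716 (adjusted p = 0.05807) with the day 14 samples alone and 1.145 (adjusted p = 0.7354) with the day 13 samples alone. Thinning samples to at most 1000000 reads gave 1.489, with an adjusted p of 0.07641. The paper takes isogroup03982 as an example of a gene induced by drought at mid-day but lower or stable before dawn.

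**Figure D1:**
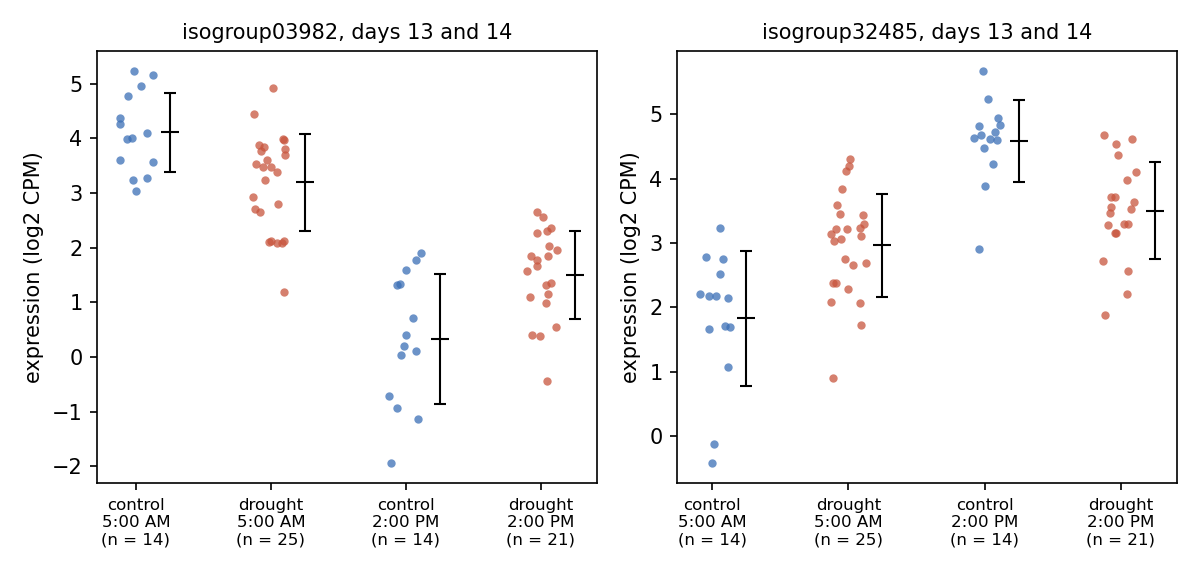
Expression (log2 CPM) of isogroup03982 and isogroup32485 in control and drought samples at 5:00 AM and 2:00 PM on days 13 and 14. Points are samples, and bars beside them show the mean and SD. The drought mean of isogroup03982 lies below control at 5:00 AM (3.19 and 4.11) and above it at 2:00 PM (1.51 and 0.33), and isogroup32485 shows the opposite order.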

While many of the genes affected by drought treatments showed similar responses at both sampling times, 1,229 were up-regulated in mid-day samples but down-regulated or stable in pre-dawn samples (e.g. isogroup03982, a homolog of starch synthase). 

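Of the 464 isogroups with a negative interaction, 343 were significantly higher in drought at 5:00 AM and 127 were significantly lower in drought at 2:00 PM. Both held for 24 isogroups. For isogroup32485, the homolog of a wound-induced protein, expression at 5:00 AM was 1.83 ± 1.05 log2 CPM (SD, n = 14) in control and 2.96 ± 0.8 (SD, n = 25) in drought samples. At 2:00 PM the order was reversed, with 4.58 ± 0.64 (SD, n = 14) in control and 3.5 ± 0.75 (SD, n = 21) in drought samples. The drought effect was 1.228 at 5:00 AM (standard error 0.273, adjusted p = 0.000152 from limma) and -1.134 at 2:00 PM (standard error 0.234, adjusted p = 0.000163 from limma). Both effects exceeded their errors, and the interaction was -2.362 (standard error 0.337, adjusted p = 1.74e-06 from limma). A fixed replicate block for plant gave -2.417. The largest shift came from thinning to 1000000 reads, which gave -2.093 with an adjusted p of 0.002486. With the day 13 samples alone the interaction was -2.116 and no longer significant (adjusted p = 0.06902), and with the day 14 samples alone it was -2.213 (adjusted p = 0.04554). The paper presents isogroup32485 as an example of this opposite pattern.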

Many genes (1,136) showed the opposite pattern; e.g. isogroup32485 (a homolog of wound-induced protein) was up-regulated in drought during pre-dawn and down-regulated in drought during mid-day (Figure 3a).

**Table 1:** **Differential gene expression in drought and recovery treatments as a function of treatment, time of day, and their interaction**

Comparison	Source	Contrast	DEG (n)
Drought (n = 74)	Treatment	Drought – Control	10,180
	Time of day	2:00 PM – 5:00 AM	9,045
	Treatment × time	d_2PM_ – d_5AM_	2,365
Recovery (n = 58)	Treatment	Recovery – Drought	1,514
	Time of day	2:00 PM – 10:30 AM	2,196
	Treatment × time	d_REC_ – d_STR_	148

Normalized expression data compared using a linear model with individual as a random effect, and treatment and time as fixed factors.

d_5AM_, d_5AM_: treatment effects at 5:00 AM and 2:00 PM, respectively.

d_REC_, d_STR_: change in gene expression between 10:30 AM and 2:00 PM for recovering and stressed plants, respectively.

**Figure 3:**
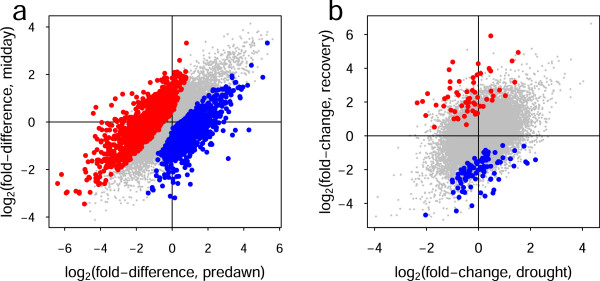
**Interactions between drought/recovery treatments and circadian patterns.** Each symbol depicts a single gene, with significant treatment × time interactions highlighted in red (up-regulated in contrast shown on y-axis) or blue (down-regulated). **(a)** Effects of the drought treatment (fold change in drought relative to control) in predawn and midday samples. **(b)** Expression changes during recovery, and changes during the same period in drought treatment.

We identified rapid transcriptional responses after re-watering in the recovery treatment. 

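The recovery experiment used 58 samples from day 14, collected at 10:30 AM, 12:00 PM and 2:00 PM, which were 0.5, 2 and 4 hours after re-watering. Recovery plants contributed 7, 6 and 6 samples at these times, with 1035205 to 3554826 (median 1849456), 1065092 to 2028101 (median 1253820) and 635102 to 2201335 (median 1309400) mapped reads. Drought plants contributed 7, 6 and 6 samples, with 755768 to 6774830 (median 2222940), 839357 to 2761272 (median 1287824) and 159316 to 2715733 (median 928415) reads. Control plants contributed 6, 7 and 7 samples, with 1018266 to 3963906 (median 2011106), 836103 to 3127392 (median 1039954) and 610256 to 2061371 (median 1193678) reads. The counts per isogroup deposited by the authors were processed as for the drought experiment, with 9 groups of treatment and time in a single limma fit and plant as a random factor. The consensus correlation within plants was 0.0938. Deviations from the group means had a mean r of 0.15 in 47 pairs of samples from the same plant and -0.0199 in 326 pairs from different plants. At single times, the number of isogroups that differed between recovery and drought was 1 at 10:30 AM, 111 at 12:00 PM and 686 at 2:00 PM. From changes within hours of re-watering, the paper concludes that the transcriptional response was rapid.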

Many transcripts (1,514) were differentially expressed at one or more sampling points during recovery relative to the drought treatment (Table 1). 

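Averaged over the 3 times after re-watering, 1257 isogroups (4.7% of 26988) differed between recovery and drought, 416 up-regulated and 841 down-regulated in recovery. The largest increases were in isogroup00952 (xyloglucan endotransglucosylase/hydrolase protein 15), with a log2 fold change of 3.153 (standard error 0.587, adjusted p = 0.000292 from limma), and isogroup00977 (ferredoxin--nitrite reductase), with 2.996 (standard error 0.476, adjusted p = 3.03e-05 from limma). Expression of isogroup00977 in recovery samples was 1.94 ± 2.08 log2 CPM (SD, n = 7) at 10:30 AM and 4.7 ± 0.75 (SD, n = 6) at 2:00 PM, while drought samples averaged 1 ± 1.44 (SD, n = 7) and 0.87 ± 1.51 (SD, n = 6). The largest declines were -3.577 in isogroup12684 (standard error 0.656, adjusted p = 0.00024 from limma) and -3.55 in isogroup12974 (standard error 0.699, adjusted p = 0.000683 from limma). Counting isogroups significant at 1 or more of the times gave 723, and an F test over the 3 contrasts gave 677. Ignoring plant, that is with no replicate block, gave 1725. The count was highest with the DESeq2 Wald test, at 2204 isogroups.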

A slightly larger fraction of the transcriptome (2,196 transcripts) was differentially expressed between sampling points independent of treatment. 

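Between 10:30 AM and 2:00 PM, averaged over the 3 treatments, 5458 isogroups (20.2% of 26988) changed in expression, with 3091 higher and 2367 lower at 2:00 PM. As in the drought experiment, isogroup01275 (thiazole biosynthetic enzyme 1-2) changed most, with a log2 fold change of 5.746 (standard error 0.346, adjusted p = 7.65e-20 from limma). Next was isogroup04652, at 3.968 (standard error 0.29, adjusted p = 1.59e-16 from limma). The largest decreases were -3.164 in isogroup24185 (standard error 0.295, adjusted p = 9.77e-13 from limma) and -2.909 in isogroup00998, an inositol-3-phosphate synthase (standard error 0.437, adjusted p = 6.81e-07 from limma). Pairing samples of the same plant with a fixed replicate block gave 4210 isogroups and ignoring the pairing gave 4989, where the mean r of deviations within plants was 0.15. A 2-fold minimum, the alternative with the largest effect, left 2597 isogroups.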

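The interaction compared the change from 10:30 AM to 2:00 PM in recovering plants with the change over the same period in drought plants. It passed the threshold for a single isogroup, isogroup01909, annotated as a carboxyl-terminal-processing protease, with a log2 difference of -2.32 (standard error 0.328, adjusted p = 4.65e-05 from limma). The next smallest adjusted p was 0.07255, and the median standard error of the interaction was 0.717. On their own, 3715 isogroups changed significantly over this period in recovering plants and 252 in drought plants. For isogroup24130, the putative citrate transporter, expression in recovery samples was 0.48 ± 2.6 log2 CPM (SD, n = 7) at 10:30 AM and 2.15 ± 1.27 (SD, n = 6) at 2:00 PM. In drought samples it was 2.01 ± 1.16 (SD, n = 7) and 0.49 ± 0.84 (SD, n = 6). Its interaction was 3.419 (standard error 0.936, adjusted p = 0.156 from limma). After adjustment over all isogroups, the opposite trends were thus not distinguishable from the spread among samples. The recovery group at 10:30 AM included a sample of plant 27 whose profile was nearest to the control mean at 5:00 AM (r = 0.71). No alternative left this sample out, so its share in the spread and in the low number of interactions is not known. Isogroup24130 averaged 5.397 reads per sample. The number of significant interactions changed most with voom's sample quality weights, to 327 isogroups, and these included isogroup24130 (adjusted p = 0.04491). With plant as a fixed replicate block there were 79, and with no replicate block 1, in a set where the paired deviations of a plant had a mean r of 0.15. The paper describes such genes as up-regulated in recovering plants but stable or down-regulated in drought.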

More than one hundred genes showed significant interaction effects, 60 of which were up-regulated in recovering plants but stable or down-regulated in drought (e.g. isogroup24130, a putative citrate transporter). The remaining 88 transcripts showed the opposite pattern; e.g. isogroup10027, a homolog of the tonoplast dicarboxylate transporter, was down-regulated in recovering plants but up-regulated in the drought treatment during the same period (Figure 3b). 

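Among the 58 samples, the interaction of isogroup10027, the tonoplast dicarboxylate transporter homolog, was -3.192 on the log2 scale (standard error 0.781, adjusted p = 0.107 from limma). Recovery samples fell from 2.41 ± 1.16 log2 CPM (SD, n = 7) at 10:30 AM to 0.91 ± 1.33 (SD, n = 6) at 2:00 PM, a fitted change of -1.782 (standard error 0.631, adjusted p = 0.0475 from limma). Drought samples rose from 2.49 ± 1.64 (SD, n = 7) to 4 ± 0.76 (SD, n = 6), a fitted change of 1.41 (standard error 0.461, adjusted p = 0.151 from limma). At 2:00 PM the difference between recovery and drought was -3.36 (standard error 0.637, adjusted p = 0.00139 from limma). Thus the difference at 2:00 PM was significant, whereas the interaction was not. It stayed above the threshold with a fixed replicate block for plant (-3.362, adjusted p = 0.07993) and dropped below it with sample quality weights (-3.329, adjusted p = 0.0172). The DESeq2 Wald test moved it most, to -2.827 (adjusted p = 0.1026). Expression of isogroup01909, the isogroup with a significant interaction, fell from 8.51 ± 0.48 log2 CPM (SD, n = 7) to 5.5 ± 0.8 (SD, n = 6) in recovery samples, and from 8.84 ± 0.34 (SD, n = 7) to 8.04 ± 0.17 (SD, n = 6) in drought samples. The paper describes isogroup10027 as responding in opposite directions in recovering and drought plants.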

Because the same plants were sampled repeatedly for these measurements, we cannot exclude the possibility that differences in gene expression may reflect specific treatment × sampling effects (i.e., the effects of wounding on gene expression could in principle depend on plants’ physiological condition). A complete list of differentially expressed genes (DEG) along with their statistics and annotation is provided in Additional file 3: Table S5, and the raw expression data (number of reads mapping to each isogroup) in Additional file 4: Table S6.We identified multiple metabolic processes affected during drought and recovery through functional analysis of expression profiles with MapMan (Figure 4). 

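Of the 1998 isogroups shown in the available part of Table S5, 1996 were among those tested. For the drought treatment, 984 of the paper's 1005 calls in that list were also significant in the fit of the counts, as were 924 of 926 for time of day and 163 of 257 for the interaction. For recovery the numbers were 148 of 179 for treatment, 237 of 247 for time of day and 1 of 15 for the interaction. Functional categories were compared by the log2 fold changes of their isogroups, using the 74 samples of the drought experiment and the 58 of the recovery experiment. The MapMan bins of each isogroup were not in the files analysed here. Categories were therefore limited to isogroups whose protein names in the available part of Table S5 placed them in a process, so each category held only part of a bin. Each category of at least 2 isogroups was compared with all other tested isogroups by a rank-sum statistic with 100000 permutations, and p-values were adjusted over the 14 comparisons. Isogroups are not independent replicates, and the test describes how a category ranks in the transcriptome. After adjustment, 1 category differed from the rest in drought, the light reaction genes, and none in recovery. The same counts were obtained with fold changes from edgeR's quasi-likelihood fit. Of the isogroups listed, 20 changed at least 1.5-fold in drought and 4 in recovery. With a minimum of 2-fold these numbers were 17 and 1.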

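All 10 light reaction isogroups with a protein name in Table S5 were down-regulated in drought, with log2 fold changes from -3.09 to -1.71 and a mean of -2.25. Relative to all other isogroups this was a shift of p = 1e-05, the smallest value that the permutations can give, and of 0.00014 after adjustment over 14 comparisons. The largest decline was in isogroup01318 (oxygen-evolving enhancer protein 3-1), at -3.088 (standard error 0.202, adjusted p = 9.71e-22 from limma). The smallest was in isogroup00303 (photosystem I reaction center subunit III), at -1.714 (standard error 0.334, adjusted p = 1.76e-05 from limma), which averaged only 2.973 reads per sample. Among 5 Calvin cycle isogroups the mean was -0.73, and 3 fell by at least 1.5-fold. The ribulose-phosphate 3-epimerase isogroup00744 changed by -1.536 (standard error 0.157, adjusted p = 2.41e-13 from limma) and the triosephosphate isomerase isogroup00677 by -1.383 (standard error 0.17, adjusted p = 1.59e-10 from limma). A second triosephosphate isomerase, isogroup01359, was not changed significantly, with 0.1994 (standard error 0.121, adjusted p = 0.199 from limma), nor was phosphoglycerate kinase (isogroup00674), with -0.1443 (standard error 0.0949, adjusted p = 0.241 from limma). As a group these 5 were not separated from other isogroups (permutation p = 0.05216, adjusted 0.2434). Their place in the Calvin cycle rests on protein names alone, which do not give the location of an enzyme in the cell. Under the edgeR quasi-likelihood fit, too, 1 category differed from the rest in drought. From the decline of genes of this kind the paper proposes a possible down-regulation of the photosynthetic apparatus in drought.

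**Figure D2:**
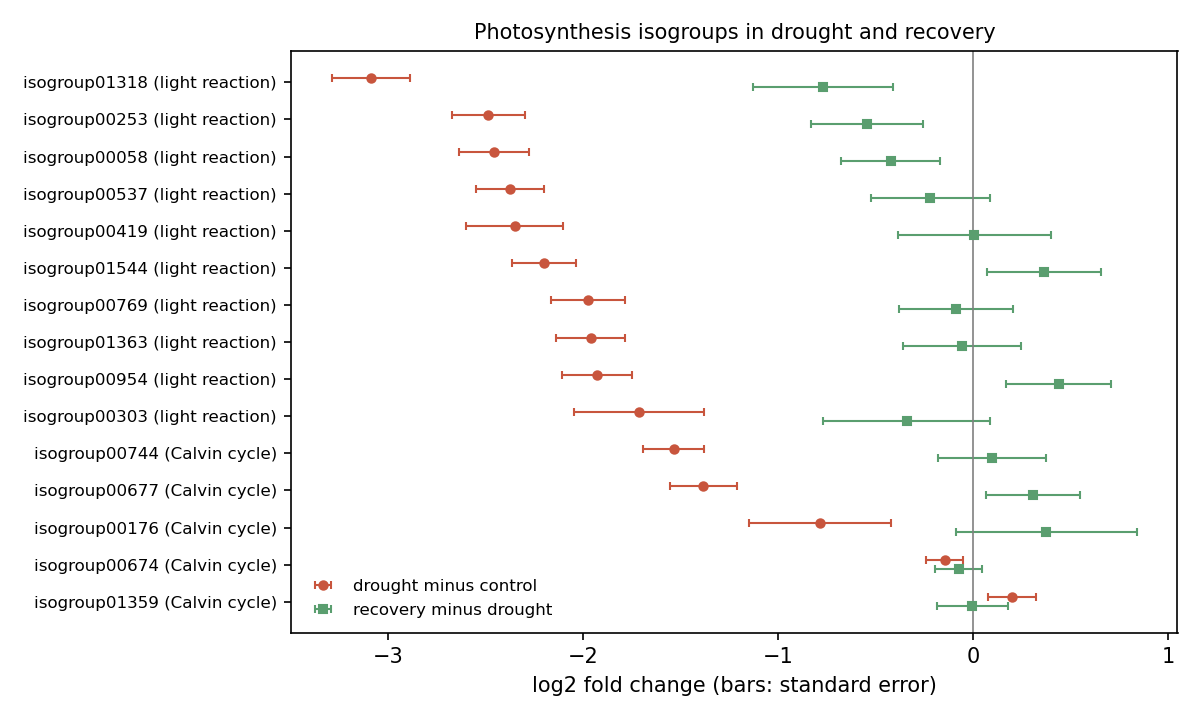
Log2 fold change of 10 light reaction and 5 Calvin cycle isogroups for drought minus control (circles) and recovery minus drought (squares), with bars showing the standard error of the limma fit. The light reaction isogroups lie between -3.09 and -1.71 in drought and between -0.77 and 0.44 in recovery.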

Many photosynthetic genes were down-regulated in the drought treatment, including light reaction and Calvin cycle genes. 

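Among the named isogroups of sucrose degradation, sucrose synthase 3 (isogroup00692) was up-regulated in drought, with a log2 fold change of 1.968 (standard error 0.217, adjusted p = 3.58e-12 from limma). Sucrose synthase 2 (isogroup00028) was not changed beyond its error, at -0.1509 (standard error 0.318, adjusted p = 0.755 from limma). For fermentation, alcohol dehydrogenase 2 (isogroup00516) rose by 0.7444 (standard error 0.261, adjusted p = 0.0182 from limma). The aldehyde dehydrogenase RF2B (isogroup01803) was at 0.08069 (standard error 0.364, adjusted p = 0.89 from limma), with 2.568 reads per sample on average. As categories of 2 isogroups each, these were too small to be separated from the rest of the transcriptome, with permutation p-values of 0.3958 and 0.3216 (adjusted 0.6926 and 0.6918). A stricter minimum of 2-fold left 17 of the 20 changed isogroups over all categories. The paper bases its statement on complete MapMan bins, including organic acid transformations, whose members were not in the files analysed here.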

Other processes that were up-regulated in the drought treatment include sucrose degradation, fermentation, and organic acid transformations. 

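In recovery relative to drought, none of the light reaction, Calvin cycle, sucrose degradation or fermentation isogroups changed significantly. The 10 light reaction isogroups had a mean log2 fold change of -0.16, ranging from -0.77 to 0.44 (permutation p = 0.2576, adjusted 0.6918). The 5 Calvin cycle isogroups averaged 0.14 (permutation p = 0.3459, adjusted 0.6918). For oxygen-evolving enhancer protein 3-1 (isogroup01318) the value was -0.7695 (standard error 0.357, adjusted p = 0.238 from limma), the only light reaction change of at least 1.5-fold. Sucrose synthase 3 (isogroup00692), which had risen in drought, changed by -0.8411 (standard error 0.271, adjusted p = 0.0572 from limma), and alcohol dehydrogenase 2 (isogroup00516) by 0.03378 (standard error 0.273, adjusted p = 0.969 from limma). Over all categories examined, 4 isogroups changed at least 1.5-fold in recovery, and a 2-fold minimum left 1. From weak changes of this kind the paper concludes that these processes responded only slightly within 4 hours of re-watering.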

These drought-associated processes responded only slightly during the recovery. However, other processes responded rapidly during recovery, reversing the gene expression changes originally induced by drought. 

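Reversal of the drought response was counted over all isogroups. Of the 1257 isogroups that differed between recovery and drought, 862 also differed between drought and control. In 836 of these the direction was opposite to that of drought, and in 26 it was the same. A further 395 had no significant drought effect. Across the 1257 isogroups, which are not independent replicates, the log2 fold changes in recovery and drought had an r of -0.811, and across all tested isogroups of -0.453. The drought samples of day 14 at 2:00 PM entered both contrasts, with opposite sign. Part of a negative r, and of the 836 opposite directions, is therefore built into the comparison. Opposite directions were not counted under exchanged labels, so the number expected without reversal is not known. The set of 1257 was largest under the DESeq2 Wald test, with 2204 isogroups. The paper describes individual processes that responded rapidly in recovery and reversed their change in drought.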

For example, aspartate family amino acid degradation genes were up-regulated during drought and rapidly down-regulated during recovery.Regulatory and cell signaling pathways also showed contrasting responses in drought and recovery (Figure 4). 

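Among the available protein names, 2 isogroups belonged to abscisic acid metabolism. Abscisic acid 8'-hydroxylase 1 (isogroup00289) was up-regulated in drought, with a log2 fold change of 1.742 (standard error 0.293, adjusted p = 8.89e-07 from limma). Its change in recovery was 0.5639 (standard error 0.355, adjusted p = 0.434 from limma), not distinguishable from none. Zeaxanthin epoxidase (isogroup00426) changed by -0.342 in drought (standard error 0.186, adjusted p = 0.146 from limma) and by -0.5631 in recovery (standard error 0.252, adjusted p = 0.214 from limma). As a pair they were not separated from other isogroups in drought (permutation p = 0.5454, adjusted 0.7635) or recovery (permutation p = 0.9579, adjusted 0.9579). No category differed from the rest in recovery when the fold changes came from edgeR either. The remaining members of the bin were not in the files analysed here, and the paper bases its statement on the whole bin.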

Genes associated with ABA metabolism were up-regulated in drought plants but down-regulated during recovery. Several families of transcription factors (TFs) were affected by drought or recovery treatments (Figure 4), including some genes with sharply contrasting responses to these treatments. For example, transcripts homologous to CPP1 (a transcription factor associated with root nodule development) and heat shock TFs were down-regulated during recovery, but not during drought. 

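Among 4 named heat shock factors, heat stress transcription factor C-2b (isogroup01317) had the largest change in recovery, with a log2 fold change of -1.947 (standard error 0.292, adjusted p = 1.36e-05 from limma). The same isogroup was up-regulated in drought, by 2.026 (standard error 0.355, adjusted p = 2.12e-06 from limma). HSF30 (isogroup01427) changed by -0.6945 in recovery (standard error 0.336, adjusted p = 0.266 from limma) and factor B-2c (isogroup01676) by -0.4335 (standard error 0.265, adjusted p = 0.417 from limma). Factor A-4d (isogroup01039) was at 0.1142 (standard error 0.349, adjusted p = 0.916 from limma). In drought these 3 lay between -0.3594 and 0.3818, and none was significant. As a group, the 4 were lower in recovery with a mean of -0.74 (permutation p = 0.05196, adjusted 0.2434). With a 2-fold minimum, 1 of the 4 category isogroups changed in recovery remained. No isogroup named CPP1 was among those examined. The paper uses these families as examples of transcription factors that declined in recovery but not in drought.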

MYB-related and Constans-like zinc finger TFs, in contrast, were down-regulated in the drought treatment, but not during recovery.

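For the Constans-like family, the available names included a single isogroup, CONSTANS-like protein CO6 (isogroup01610), with a mean of 2123 reads per sample. Its log2 fold change was -1.122 in drought (standard error 0.13, adjusted p = 2.2e-11 from limma) and 0.05654 in recovery (standard error 0.201, adjusted p = 0.928 from limma). The decline in drought was several times its standard error, while the change in recovery was smaller than its own. Requiring 2-fold changes, 17 category isogroups remained in drought. No MYB-related isogroup was examined as a category. The paper contrasts this family with the heat shock factors.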

**Figure 4:**
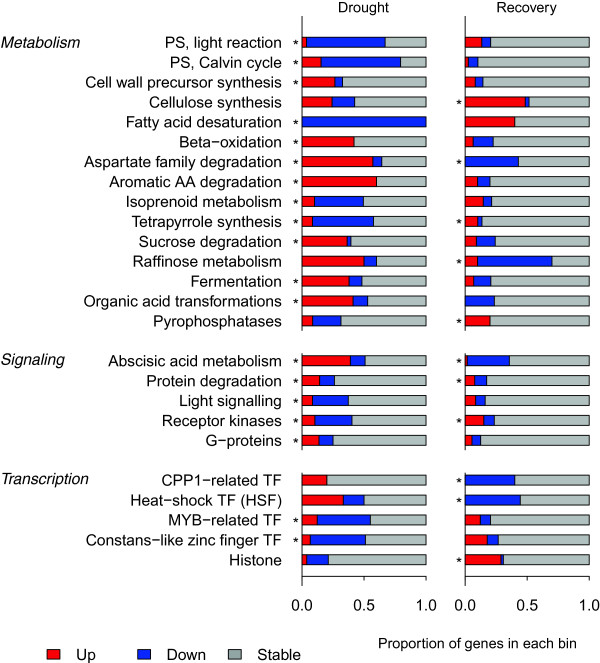
**Functional categories responding differently in drought stress and recovery treatments.** In each MapMan pathway shown (*metabolism overview*, *regulation overview*, and *transcription*), bins that differed from the overall response in either treatment are listed. Within each bin, the proportions of genes up- or down-regulated by ≥50% are coded red and blue respectively. *: significant differences, Wilcoxon rank-sum test, FDR = 0.05.

### Validation of expression profiles by qPCR

qPCR was used to validate expression changes observed in RNA-Seq data for a panel of 15 differentially expressed genes (DEG; Additional file 1: Table S4), using stable genes identified in RNA-Seq as internal reference genes (*CoxI*, *CyCTI-3*, and *Eif5a*) (Additional file 1: Figure S2). A subset of RNA samples (n = 20) from day 14 were selected for validation, including pre-dawn and mid-day samples from both drought and control treatments as well as mid-day samples from the recovery treatment. This analysis showed close agreement between fold-changes in gene expression as measured by qPCR and RNA-Seq (*r* = 0.93; Figure 5). Detailed comparisons by gene and treatment are shown in Additional file 1: Figure S3.

**Figure 5:**
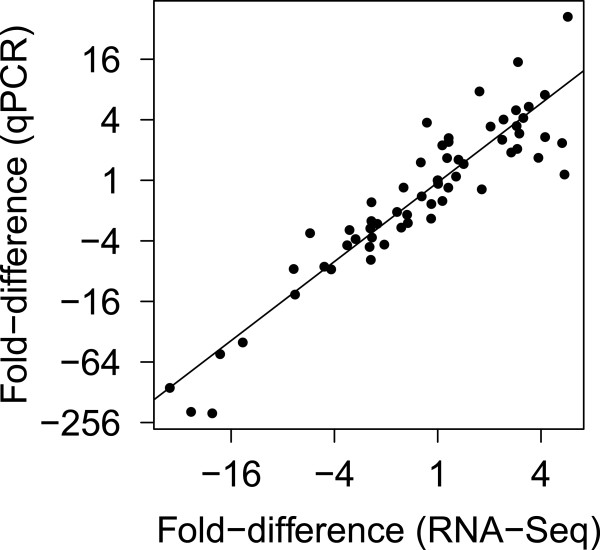
**Validation of RNA-Seq expression profiles using qPCR.** Each symbol depicts fold difference in gene expression relative to mid-day control samples for a single gene and sample, relative to internal reference genes. Three technical replicates were conducted for each qPCR of 15 genes in n = 20 samples and compared with normalized RNA-Seq data from the same samples.

### Metabolomic consequences of drought stress

We profiled metabolites in a subset of samples (mid-day on day 14) to characterize metabolic consequences of drought and provide a functional context for our gene expression analysis. Approximately one third (n = 144) of the 405 peaks in mass spectra (MS) were identified based on comparisons to known compounds. These identified peaks accounted for a majority (76.7%) of the total MS signal. Because the total size of metabolite pools differed significantly between treatments (*P* = 0.012), MS data for each compound were scaled to the average signal in controls, rather than the total from each sample. Because of the relatively small number of samples and large number of tests conducted, we chose a relaxed FDR threshold of 0.1 (i.e. approximately 10% of differences are expected to be type I errors). Analysis of the log-transformed, scaled data revealed that the abundance of 13 primary metabolites was significantly affected by the drought treatment at this relaxed threshold. Most of these compounds were enriched during the drought relative to the control, including amino acids (>32-fold), monosaccharides (>14-fold), and organic acids (>4-fold) (Figure 6). Ribulose-5-phosphate and isocitric acid, in contrast, were depleted (3- and 7-fold, respectively) during drought relative to controls. No differences between recovery and drought treatments were observed, perhaps simply as a result of the short duration (~4 h) of the recovery treatment.

**Figure 6:**
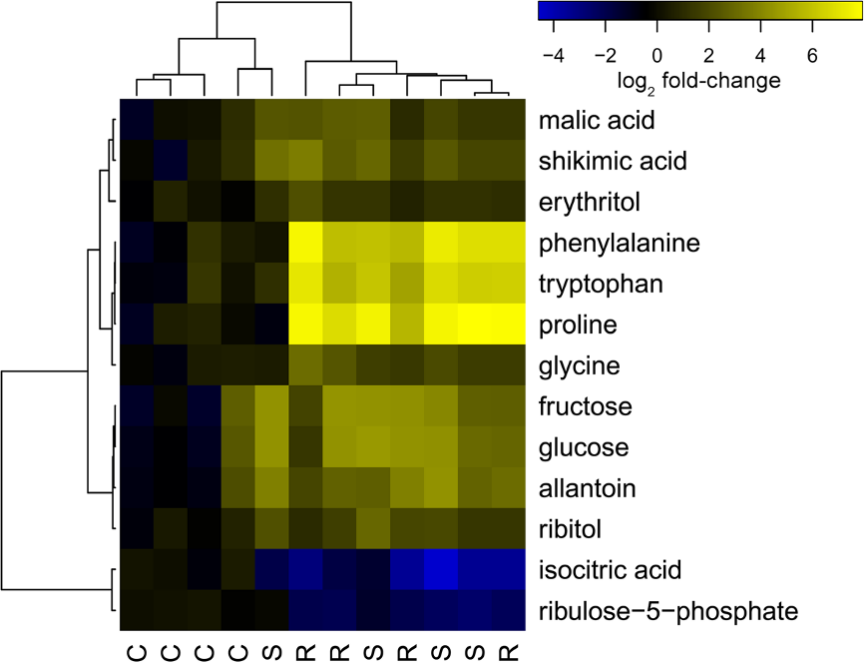
**Differences in primary metabolite profiles during drought and recovery.** Metabolites significantly affected by treatment are shown. Heatmap colors indicate log-transformed abundance of each metabolite relative to controls. C: control; S: drought-stressed; R: recovery.

### Integrative analysis of gene expression, metabolomics, and physiology

We identified 328 genes significantly associated with physiological traits using MIC analysis (Bonferroni-adjusted *P* < 0.05). These relationships are summarized in Table 2, and a complete list is provided in Additional file 5: Table S7. We detected approximately equal numbers of positive and negative relationships (52 and 48% respectively). Most relationships were non-linear (|*r*| < 0.80 for 72% of significant associations), highlighting the value of MIC analysis for delineating relationships between gene expression and physiological traits.

**Table 2:** **Relationships between gene expression and physiology identified using maximal information coefficient (MIC)**

Physiological trait	Linear		Nonlinear	
	Positive	Negative	Positive	Negative
Ψ_pd_	39	57	88	74
*A*_CO2_	0	0	1	3
*g*_s_	2	0	9	5
*Φ*_PSII_	3	0	11	5
q*P*	0	1	25	26

Numbers of genes with significant relationships (Bonferroni-adjusted *P* < 0.05) are shown for each trait. Relationships with Pearson’s correlation coefficient *r* ≥ (±) 0.8 classified as linear.

While linear correlations can be simply classified as positive or negative, non-linear relationships may include diverse types of functions. Two different patterns (relationships between gene expression and physiology) were apparent in our findings.

In the first relationship (Figure 7a, b), expression and physiology were initially tightly coupled as Ψ_pd_ declined from control levels (base of arrow in Figure 7a; -0.85 MPa). Expression of some genes decreased as Ψ_pd_ decreased (Figure 7a; n = 128), while expression of others increased (Figure 7b; n = 124). Once a threshold level of Ψ_pd_ was reached (approximately -2.5 MPa), expression became decoupled from Ψ_pd_ and remained constant despite continued declines in Ψ_pd_. The set of genes responding to Ψ_pd_ in this fashion was enriched for inorganic cation transport (GO:0015672) and dicarboxylic acid metabolism (GO:0043648) (Fisher’s exact test; adjusted *P* = 0.024). Complex patterns of regulation were observed within both functional categories, with some genes upregulated during drought stress (e.g. isogroup06639, a putative malic enzyme homolog, and isogroup03586, a putative sodium/hydrogen exchanger) and others down-regulated (e.g. isogroup11673 [ATP synthase, gamma chain] and isogroup19577 [malate dehydrogenase]). 

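These 4 isogroups were compared at 5:00 AM, the time of the water potential measurement, in 14 control and 25 drought samples. Expression of the malic enzyme homolog isogroup06639 was 2.7 ± 1.1 log2 CPM (SD, n = 14) in control and 6.86 ± 2.08 (SD, n = 25) in drought, a log2 fold change of 4.689 (standard error 0.716, adjusted p = 8.69e-08 from limma). The sodium/hydrogen exchanger isogroup03586 rose from -0.82 ± 1.6 (SD, n = 14) to 1.79 ± 1.62 (SD, n = 25), a change of 3.274 (standard error 0.564, adjusted p = 1.48e-06 from limma). Control samples had a median of only 0.5 reads for this isogroup, so its fold change is less precise. The ATP synthase gamma chain isogroup11673 declined from 10.4 ± 0.43 (SD, n = 14) to 8.09 ± 0.83 (SD, n = 25), a change of -2.411 (standard error 0.212, adjusted p = 3.67e-16 from limma). Malate dehydrogenase isogroup19577 declined from 6.4 ± 0.32 (SD, n = 14) to 4.52 ± 0.76 (SD, n = 25), a change of -1.925 (standard error 0.241, adjusted p = 2.8e-10 from limma). The most affected by an alternative was isogroup03586, which with the day 13 samples alone had a change of 1.772 (adjusted p = 0.1359). Values with no replicate block differed little, for example 4.633 for isogroup06639. From opposite changes within a category the paper describes the regulation as complex.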

Notably, several of the genes in this latter category have known roles in C_4_ photosynthesis.

**Figure 7:**
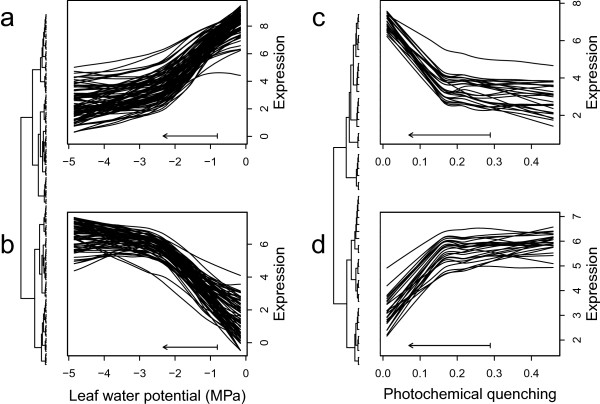
**Non-linear relationships between gene expression and physiological traits.** For each trait, all transcripts with significant non-linear relationships are shown (MIC *P* < 0.05 after Bonferroni correction, |*r*| < 0.8). Transcripts showing similar patterns were grouped by hierarchical clustering of dissimilarity matrices. Each line represents a series of paired expression data and physiological measurements smoothed using local polynomial regression (span = 0.8). Arrows indicate the direction of change during drought, from the average in control plants (base of arrow) to the average in stressed plants (arrowheads). **(a, b)** n = 162 transcripts showing non-linear relationships with predawn leaf water potential. **(c, d)**  = 51 transcripts showing non-linear relationships with photochemical quenching. Panels **a** and **d** depict genes expressed at higher levels in the control than the drought treatment, and vice versa for panels **b** and **c**.

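For pre-dawn leaf water potential, the direction stated for each panel can be compared with the counts. Table S7 pairs 258 isogroups with this trait. Of these, 127 have a positive r with water potential, and all 127 were lower in drought than in control at 5:00 AM. The other 131 have a negative r, and all of them were higher in drought. Each of the 258 differences was significant in the limma fit, compared with 37.9% of all tested isogroups, and the median absolute log2 fold change was 2.33. For the 162 isogroups with an absolute r under 0.8, which the paper treats as non-linear, 88 of 88 with positive r were lower in drought and 74 of 74 with negative r were higher. The isogroups were chosen by the paper for their relation to a trait that itself differed between the treatments, so these directions are not independent of the selection. Using the contrast averaged over both times of day, 258 of 258 again had the direction of r. Physiological values of individual plants were not in the files analysed here, so the shape of the relationships was not examined.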

In the second pattern we observed, expression was initially decoupled from physiology (in benign control conditions), but responded strongly to changes in physiology below a threshold value. This pattern is best exemplified by q*P* (Figure 7c, d). Gene expression remained constant as q*P* declined from control values of ~0.29, until a threshold value was reached (~0.17). Beyond this threshold, gene expression declined sharply, with further reductions in q*P* for 27 genes (Figure 7c). Another 27 genes increased with declining q*P* after the same threshold was reached (Figure 7d). The set of genes responding to qP in this fashion was significantly enriched for monosaccharide metabolism (GO:0005996) (adjusted P = 0.028), expression of which decreased during drought stress. Similar responses were observed for *g*_s_, suggesting a threshold of approximately 70 mmol m^-2^ s^-1^ (Additional file 1: Figure S4). The observation that many genes show abrupt changes in expression across the same narrow range of physiological conditions suggests that these may represent fundamental thresholds in drought stress response.

We identified strong linear relationships between gene expression and metabolite abundance (Pearson’s correlation coefficient |*r*| > 0.9), including 83 genes associated with metabolites affected by the drought treatment (Table 3). 

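Relationships between expression and metabolites were computed from the 12 samples collected at 2:00 PM on day 14 from plants that also have metabolite data, 4 each from control, drought and recovery. These samples had 794759 to 2715733 mapped reads, with a median of 1438422. The authors deposited the read counts without normalization and give the mass spectrometry signal of 144 identified metabolites in Table S3. Pearson's r was computed between log2 CPM (TMM-normalized, from voom) of 26988 isogroups and the log2 signal of each metabolite. An absolute r of at least 0.9 was found for 410 pairs. For the pairs listed in Table S8, the sign of r was the same in every pair, 375 were past the threshold, and the lowest absolute r was 0.889. Among the 13 metabolites of Table 3, 64 isogroups had at least 1 pair. Malic acid had 7 positive and 5 negative pairs, ribitol 5 and 4, fructose 4 and 4, and glucose 3 and 3. With only 12 samples and 26988 isogroups compared with every metabolite, many pairs would pass this threshold without any relationship. In 100 orders of the metabolite samples, the real order included, 14 had at least 410 pairs, and the median was 269. Removing the treatment means from both measures moved the number of pairs the most, to 1617, and 49 of 100 orders permuted within treatments gave as many. The paper takes correlations at this threshold as evidence of strong linear relationships.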

Many of the relationships identified in this analysis would not have been predicted based on sequence similarity alone. 

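Shikimic acid had a log2 signal of 15.75 ± 1.03 (SD, n = 4) in control, 18.38 ± 0.62 (SD, n = 4) in drought and 18.15 ± 0.95 (SD, n = 4) in recovery plants. Of all tested isogroups, 31 had an absolute r of at least 0.9 with it over the 12 samples, 11 positive and 20 negative. Of the 28 pairs that Table S8 lists for this metabolite, 26 were past the threshold, with absolute r from 0.898 to 0.959. The strongest positive relationship was with isogroup21886, with r = 0.956 (permutation p = 1e-05, the smallest possible) and rho = 0.888 (permutation p = 0.00029). Without the 2 samples farthest from the median, r was 0.881. The strongest negative one was with isogroup17067, with r = -0.959 (permutation p = 1e-05) and rho = -0.916 (permutation p = 8e-05), and without the 2 farthest samples r was -0.972. Adjusted over these 2, the p-values of r remained 1e-05, but both isogroups were the most extreme of 26988. Control plants lay apart from the others in shikimic acid, so r was also computed with treatment means removed. It was then 0.965 for isogroup21886 and -0.916 for isogroup17067, and the median absolute r over the 31 isogroups past the threshold was 0.753. By Spearman's rho in place of r, 1022 pairs of all metabolites passed the same threshold. The paper uses these genes to illustrate relationships that sequence similarity would not have predicted.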

For example, expression levels of 28 genes were correlated with shikimic acid, approximately equally distributed among positive and negative correlations. The list of correlated genes includes metabolic enzymes that, although not directly implicated in shikimate synthesis, may be related to changes in abundance of precursors or products of these pathways (e.g., dehydrogenases, glycosyltransferases; Additional file 6: Table S8). Sequence homology suggests regulatory roles for other genes correlated with shikimate abundance (e.g. protein phosphatases and kinases; Additional file 6: Table S8). Overall, 110 of the 144 identifiable metabolites were associated with one or more genes. 

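By the criterion of an absolute r of at least 0.9 over 12 samples, 111 of the 144 metabolites had 1 or more isogroups. When the order of the metabolite samples was permuted, a median of 102 metabolites had at least 1 isogroup. Leaving out each plant in turn gave between 799 and 1067 pairs from 11 samples, compared with 410 from all 12, since the same r is reached more easily with fewer samples.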

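The 410 pairs involved 350 isogroups, out of 26988 tested, and 313 of these (89.4%) were paired with a single metabolite. A filter of at least 10 reads per sample reduced the pairs to 282, so isogroups with low counts accounted for part of the total. Weighting each sample with its voom weight gave 450 pairs, and treatment means removed gave the largest change, to 1617. From the share of isogroups with a single metabolite, the paper concludes that most associations were highly specific.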

A small fraction of the transcriptome was implicated by this analysis (n = 341 genes), and most of these associations were highly specific (89% of genes were each associated with a single metabolite).

**Table 3:** **Relationships between gene expression and metabolite profiles**

	Correlated genes (n)	
Metabolite	Positive	Negative
Allantoin	3	1
Erythritol	1	1
Fructose	5	4
Glucose	3	3
Glycine	1	1
Isocitric acid	0	1
Malic acid	10	5
Phenylalanine	1	0
Proline	1	0
Ribitol	7	4
Ribulose-5-phosphate	0	1
Shikimic acid	13	15
Tryptophan	2	0

Statistics shown only for those metabolites showing significant treatment effects (ANOVA; *P* < 0.05) and significant linear relationships with gene expression (|*r*| ≥ 0.9).

In total, we identified 661 genes associated with physiological traits or metabolite abundance. 

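Table S9 lists 25 isogroups annotated as transcription factors, of which 14 are paired with pre-dawn water potential and 8 with a metabolite. In the 74 samples of the drought experiment, 21 of the 25 differed between drought and control. All 14 paired with water potential changed in the direction of their r and were significant at 5:00 AM. The largest increases were in homeobox-leucine zipper ATHB-6 (isogroup05832), with a log2 fold change of 5.055 (adjusted p = 7.48e-08 from limma), and HOX22 (isogroup22199), with 4.418 (adjusted p = 9.93e-10 from limma). The largest decline was -3.785 in isogroup00687, a steroid hormone receptor (adjusted p = 2.51e-12 from limma). For the 8 paired with metabolites, the absolute r over 12 samples lay between 0.903 and 0.931, with the highest permutation p at 0.01342 before and after adjustment over the 8. Table S9 lists these 8 because of their high r in the same 12 samples, and the p-values take no account of that choice among all pairs of isogroups and metabolites. Over all pairs, 14 of 100 permuted orders of the metabolite samples, the real one included, gave as many past the threshold as the real order. Xylonic acid and isogroup13142 (jumonji domain) had r = 0.931 (permutation p = 2e-05, adjusted 8e-05) and rho = 0.944 (permutation p = 2e-05), and r = 0.928 without the 2 samples farthest from the median. Capric acid and isogroup07796 (nuclear transcription factor Y subunit B-4) had r = 0.929 (permutation p = 3e-05, adjusted 8e-05) and rho = 0.958 (permutation p = 1e-05), and r = 0.971 without those samples. This isogroup had a mean of 1.167 reads per sample, which limits the precision of its values. Other relationships rested on 2 samples. For erythronic acid and the bZIP isogroup22061, r was 0.909 (permutation p = 0.01342), rho was 0.364 (permutation p = 0.2459), and r fell to 0.286 without the 2 farthest samples. For homoserine and HY5 (isogroup13243), r was -0.927 (permutation p = 0.00164), rho was -0.58 (permutation p = 0.05198), and r was -0.345 without them. With treatment means removed, the absolute r of the 8 lay between 0.764 and 0.919. The paper proposes these transcription factors as candidates for studies of transcriptional regulation.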

A set of 23 putative transcription factors associated with physiology or metabolites in this analysis present especially promising candidates for future studies of transcriptional regulation during drought and recovery (Additional file 1: Table S9).

The combined analysis of gene expression and metabolite abundance allowed us to examine in detail how components of photosynthesis were impacted by drought. 

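For the C4 pathway, the 57 isogroups of Table S10 were examined in the 74 samples of the drought experiment and the 58 of the recovery experiment by limma, with counts processed as described for those experiments. Following the paper's methods, fold changes were also computed from the plants sampled for both expression and metabolites, 4 each of control, drought and recovery at 2:00 PM on day 14, with 794759 to 2715733 mapped reads per sample. These were differences of mean log2 CPM (TMM-normalized from the counts deposited by the authors) and were compared by an exact permutation test, for which 4 plants against 4 give a smallest p of 0.02857. Reads of homeologs, which differ little in sequence, are combined in an isogroup, and closely related members of a gene family may share reads that the authors' filter removed as ambiguous. Over the 57 isogroups, the log2 fold changes of the full fit and those in Table S10 had an r of 0.996 across isogroups, and those of the 12 samples an r of 0.88.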

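Of the 57 isogroups, 19 were significantly down-regulated and 6 up-regulated in drought. All 5 alanine aminotransferases were tested, and 3 were down-regulated, with isogroup05567 at -0.9997 on the log2 scale (standard error 0.14, adjusted p = 8.73e-09 from limma). Of 7 aspartate aminotransferases, 2 were down-regulated and 2 up-regulated. The 2 that declined were isogroup05255, at -1.645 (standard error 0.161, adjusted p = 4.09e-14 from limma), and isogroup01577, at -1.33 (standard error 0.183, adjusted p = 4.75e-09 from limma). Malate dehydrogenases had 6 of 17 down-regulated and none up-regulated. The decline of isogroup19577, also named for its relation to water potential, was -2.034 (standard error 0.181, adjusted p = 8.37e-16 from limma). Both pyruvate orthophosphate dikinases declined, isogroup17083 by -1.89 (standard error 0.252, adjusted p = 1.93e-09 from limma) and isogroup37331 by -1.628 (standard error 0.274, adjusted p = 8.91e-07 from limma). Of the 11 isogroups listed as PEPC, 3 were down-regulated, the strongest being isogroup01008 at -2.559 (standard error 0.243, adjusted p = 1.05e-14 from limma). Of 7 malic enzymes, 2 were down-regulated and 3 up-regulated. In the 12 samples, with fewer plants, isogroup01008 had a difference of -2.116 and isogroup17083 of -1.517 (exact permutation p = 0.02857 for each). After adjustment over the 57 isogroups, both p-values were 0.148. With the smallest p at 0.02857, most of the 57 would have to reach it for an adjusted value under 0.05. The adjusted test could therefore hardly pass, and its outcome does not decide on single isogroups. The number of down-regulated isogroups changed most without TMM normalization, to 16, and was 21 with no replicate block for plant. From these declines the paper concludes that many genes of C4 photosynthesis were down-regulated.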

Many genes associated with C_4_ photosynthesis were down-regulated in the drought treatment (Figure 8), including alanine and aspartate aminotransferases (AlaAT, AspAT), malate dehydrogenases (MDH), one of the NAD-malic enzyme homolog (ME), pyruvate orthophosphate dikinases (PPDK), and phosphoenolpyruvate carboxykinase (PEPC). 

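Of 8 carbonic anhydrase isogroups, isogroup00318 was up-regulated in drought, with a log2 fold change of 0.823 (standard error 0.159, adjusted p = 1.44e-05 from limma). Its drought effect was 0.1557 at 5:00 AM (standard error 0.204, adjusted p = 0.587 from limma) and 1.49 at 2:00 PM (standard error 0.219, adjusted p = 2.55e-07 from limma). This difference between times was significant, at 1.335 (standard error 0.28, adjusted p = 0.00137 from limma). In the 4 drought and 4 control plants of day 14 at 2:00 PM, the difference was 1.243 (exact permutation p = 0.02857). Adjusted over the 57 C4 isogroups, this p-value was 0.148, a value bounded by the smallest p that 4 plants against 4 allow. Among the other 7 isogroups, isogroup03007 was significantly down-regulated, at -3.074 (standard error 0.388, adjusted p = 3.61e-10 from limma). The remaining 6 lay between -0.2922 and 0.2526 and none was significant. With the day 14 samples alone, the value of isogroup00318 was 0.5782 (adjusted p = 0.06427). The paper contrasts this increase with the decline of other genes in the pathway.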

In contrast, one carbonic anhydrase gene was significantly up-regulated during drought and other CA genes trended upward. Multiple transcripts homologous to each gene in these pathways were observed, and in some cases these showed contrasting responses. 

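Contrasting responses within an enzyme were most evident for malic enzyme. Besides isogroup00615 and isogroup06639, isogroup01721 was up-regulated in drought, with a log2 fold change of 1.914 (standard error 0.272, adjusted p = 1.21e-08 from limma), as was isogroup00038, with 0.9978 (standard error 0.197, adjusted p = 2.24e-05 from limma). By contrast, isogroup01525 was down-regulated, at -0.8062 (standard error 0.126, adjusted p = 1.41e-07 from limma). Among aspartate aminotransferases, isogroup11048 rose by 0.6017 (standard error 0.141, adjusted p = 0.000331 from limma) and isogroup18783 by 0.4495 (standard error 0.135, adjusted p = 0.00523 from limma), while 2 others declined. In the metabolite plants alone, the changes of isogroup11048 and isogroup18783 were 0.02 and 0.106, with exact permutation p-values of 0.9429 and 0.7143. Alanine aminotransferases, malate dehydrogenases, PEPC and PPDK had no significantly up-regulated isogroup. Leaving out TMM normalization moved the number of down-regulated C4 isogroups the most, from 19 to 16.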

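In the plants sampled for both expression and metabolites, isogroup00615 averaged 8.67 ± 0.43 log2 CPM (SD, n = 4) in control and 7.32 ± 0.55 (SD, n = 4) in drought. The difference was -1.347, a 2.544-fold decrease, and every drought plant was below every control plant (exact permutation p = 0.02857, the smallest that 4 plants against 4 allow). Adjusted over the 57 C4 isogroups, the p-value of isogroup00615 was 0.148, a value bounded by that smallest p. In the fit of all 74 samples its log2 fold change was -1.533 (standard error 0.198, adjusted p = 7.4e-10 from limma). Expression of isogroup06639 was 2.96 ± 0.65 (SD, n = 4) in control and 5.99 ± 1.92 (SD, n = 4) in drought, a difference of 3.028 or an 8.157-fold increase (exact permutation p = 0.08571). The spread in drought came from plant 11, at 3.12, within the range of the control plants. In the fit of all samples the log2 fold change was 3.891 (standard error 0.578, adjusted p = 4.02e-08 from limma). With each plant left out in turn, the difference stayed between 2.624 and 3.983 for isogroup06639 and between -1.622 and -1.193 for isogroup00615. Using all samples of day 14 at 2:00 PM gave -0.837 for isogroup00615, the largest shift for that isogroup. The samples so added include the control of plant 19 and the drought sample of plant 21, whose profiles were nearer to the other treatment. The paper reasons from these opposite responses that the homologs are probably expressed in different cells or tissues.

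**Figure D3:**
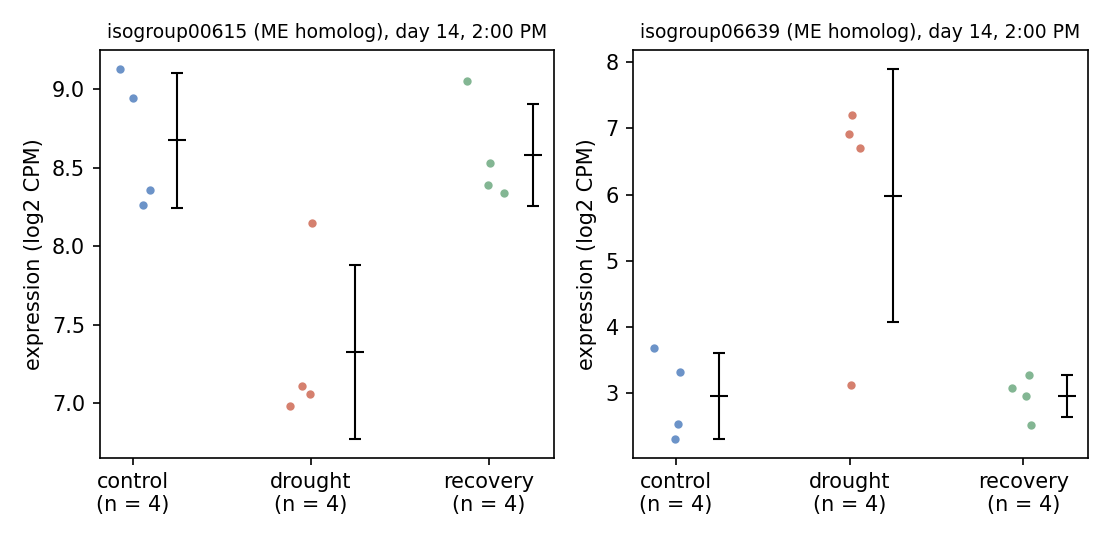
Expression (log2 CPM) of the malic enzyme homologs isogroup00615 and isogroup06639 at 2:00 PM on day 14 in the 4 control, 4 drought and 4 recovery plants with metabolite data. Points are plants, and bars beside them show the mean and SD. The drought mean of isogroup00615 is 7.32 and its control mean 8.67, while isogroup06639 averages 5.99 in drought and 2.96 in control, with 1 drought plant at 3.12.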

Most notably, the ME homolog isogroup00615 was down-regulated 2.8-fold, while isogroup06639 was up-regulated 11.7-fold. Since compartmentalization of cellular functions is an important aspect of C_4_ adaptations [55], these contrasting responses probably reflect cell- or tissue-specific expression patterns. Further studies will be needed to identify the cells and tissues in which these responses occur during drought stress. Several C_4_ metabolic intermediates showed a trend toward depletion in drought (pyruvate, alanine, and pyrophosphate), although these differences were not significant. Malic acid, in contrast, was significantly enriched in the drought treatment (4.2-fold) relative to controls. 

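In the fit of the 58 recovery samples, 1 of the 57 C4 isogroups differed between recovery and drought. This was isogroup00318, with a log2 fold change of -0.7526 (standard error 0.216, adjusted p = 0.0276 from limma), a 1.685-fold decrease. In recovery plants its expression was 8.38 ± 0.65 log2 CPM (SD, n = 7) at 10:30 AM, 7.25 ± 0.61 (SD, n = 6) at 12:00 PM and 6.65 ± 0.66 (SD, n = 6) at 2:00 PM. Over the same period drought plants stayed between 8.07 and 8.32. In the 4 recovery and 4 drought plants with metabolite data, the difference was -1.135, a 2.196-fold decrease (exact permutation p = 0.02857). This is the smallest p possible with 4 against 4 plants, and 4 other C4 isogroups reached it, all higher in recovery. Their log2 differences were 1.258 in isogroup00615, 1.332 in isogroup19557, 1.275 in isogroup11511 and 0.693 in isogroup18833. Adjusted over the 57 isogroups, the p-value of all 5 was 0.3257, a value bounded by that smallest p. With library size alone in place of TMM normalization, the change was -0.5881 and no longer significant (adjusted p = 0.1763). For isogroup06639 the change in recovery was -1.738 (adjusted p = 0.0519 from limma), just short of the threshold. In the plants with metabolite data it was -3.034 (exact permutation p = 0.05714), so a change of this isogroup could not be excluded with 4 plants per treatment. The number of C4 isogroups past the threshold rose to 3 with no replicate block for plant, and also to 3 with a minimum of 10 reads per sample. Apart from isogroup00318, the paper reports no significant change of these pathways in recovery.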

No significant changes in expression or metabolite abundance for these pathways were apparent in the recovery treatment, except for a single CA transcript (isogroup00318) down-regulated 1.6-fold. All details of gene expression and metabolite changes for C_4_ pathways are shown in Additional file 7: Table S10.

**Figure 8:**
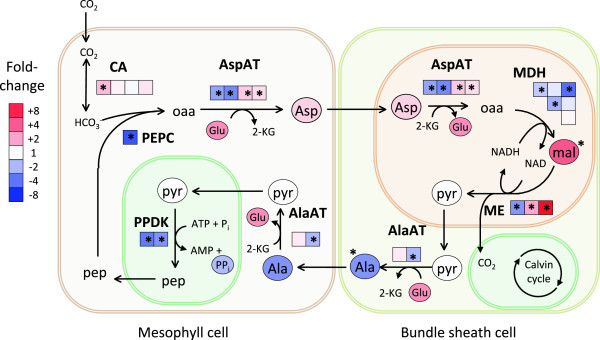
**Changes in C**_**4**_ **photosynthetic processes during drought stress.** NAD-ME pathway redrawn from (Maier *et al.*, [51]). Colors of metabolites (ovals) and transcripts (squares) indicate fold differences in stressed plants relative to controls. Multiple transcripts matching each gene are ordered by expression (highest to lowest from left to right); transcripts expressed at low levels (<20% of most highly expressed transcript for each gene) are omitted for visual clarity. *: transcripts or metabolites significantly affected by treatment. AlaAT: alanine aminotransferase; AspAT: alanine aminotransferase; CA: carbonic anhydrase; Mal: malate; MDH: malate dehydrogenase; ME: malic enzyme; PEPC: phosphoenolpyruvate carboxylase; PPDK: pyruvate orthophosphate dikinase; Pyr: pyruvate.

## Discussion

Our study examined drought responses across multiple levels of biological organization in a perennial C_4_ grass, *P. virgatum* (switchgrass)*.* Drought treatments produced extensive changes in gas exchange and photosynthetic physiology, metabolite profiles, and gene expression. We identified non-linear relationships between gene expression and leaf physiology that suggest discrete thresholds at which gene expression changes abruptly during drought stress. We also identified corresponding changes in gene expression and metabolite profiles associated with the C_4_ carbon fixation cycle. These findings provide new insights into the mechanisms of drought stress response in *P. virgatum* and establish a baseline for studies of natural variation in drought responses among diverse accessions.

### Drought responses and recovery

Gas-exchange and chlorophyll fluorescence were strongly reduced in the drought treatment as expected. Previous studies in *P. virgatum* have found similar responses [42, 56] with gas-exchange and photosynthetic traits declining during drought. As in other C_4_ species, leaf yellowing observed in the drought treatment may reflect N retranslocation out of the leaves [57], which may constrain physiological recovery from drought. Consistent with previous studies of gene expression responses to drought, [19, 25, 29, 58, 59], we found that genes involved with photosynthetic light reactions (PSI) and carbon fixation (PSII) were down regulated in the drought treatment. This may reflect down-regulation of the photosynthetic apparatus to match substrate (e.g. ATP) availability [2, 60, 61]. However, drought stress can also result in expression of sugar-responsive genes that suggest increased, rather than decreased, substrate availability [62]. Consistent with this possibility, many genes associated with sugar degradation and fermentation were up-regulated (Figure 4) and monosaccharides accumulated (Figure 6) during drought. This suggests that plants may catabolize cellular C reserves to avoid short-term C limitations and so preserve cellular function during drought. Alternatively, the up-regulation of sugar metabolism genes and accumulation of monosaccharides may reflect leaf osmotic adjustment, since many sugars act as osmolytes in drought stress responses [15, 17].

Our findings are consistent with *P. virgatum* responses to drought being influenced by the ABA signal transduction pathway, as documented in other plants [2, 15–17]. While this signaling pathway can clearly trigger a wide range of physiological responses including stomatal closure, stomatal closure may also result from physical changes in the transpiration stream, and ABA could simply be a regulator of drought recovery and adaptation [63].

The observed changes in gene expression and metabolism also highlight the multiple stresses imposed by drought. For instance, the stomatal closure brought on by drought not only limits C fixation but also transpirational cooling, potentially leading to thermal stress and oxidative damage. Drought-induced down-regulation of PSII affects electron partitioning, redirecting electrons from use in photosynthesis to the dissipation of excess light energy and production of harmful reactive oxygen species (ROS). ROS can oxidize amino acids and proteins resulting in damage to cells and the photosynthetic apparatus as a whole [10, 17]. Correspondingly, we observed that several beta-oxidation and heat shock protein genes were up-regulated in the drought treament, which suggests potential responses to thermal stress and oxidative damage [40, 64, 65]. 

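Of 5 isogroups named as heat shock proteins, heat shock 70 kDa protein 1 (isogroup01567) was up-regulated in drought, with a log2 fold change of 1.82 (standard error 0.281, adjusted p = 1.09e-07 from limma). A putative heat shock protein (isogroup00353) was down-regulated, at -0.7495 (standard error 0.137, adjusted p = 4.88e-06 from limma). Heat shock protein 90 (isogroup00027) was unchanged within its error, at 0.1095 (standard error 0.155), and the other 2 lay at -0.1443 and 0.02161. As a group the 5 were not separated from the remaining isogroups (permutation p = 0.8849, adjusted 0.9529). For beta-oxidation, 3-ketoacyl-CoA thiolase 2 (isogroup01464) was the only isogroup examined, and it rose by 0.5196 (standard error 0.114, adjusted p = 0.000123 from limma), less than 1.5-fold. With 2-fold as the minimum change, 17 category isogroups were counted in drought in place of 20. The paper takes increases of such genes as a possible response to thermal stress and oxidative damage.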

Other drought studies have found similar expression of genes related to thermal defense [58, 59] and reactive oxygen species (ROS) detoxification [66].

The controlled conditions under which our experiment was conducted suggest caution in generalizing these findings to field conditions. The rate of soil drying in small (3.78 L) pots may be faster than in native soil or agricultural settings in which soil water availability can be strongly affected by neighboring plants. Likewise, the short-term recovery treatment in our experiment may not be representative of the long-term impacts of drought in field conditions.

### Gene expression responses to drought and the diel cycle

Regardless of other environmental influences such as water availability, gene expression profiles are profoundly affected by the diel light:dark cycle [67]. Recent studies have begun to consider how diel effects may interact with drought stress responses [68, 69], finding that transcriptional responses to drought treatments depend strongly upon time of day. In *Arabidopsis*, an order of magnitude more genes were affected by time of day (7,429) than by drought treatments (759) [68]. This contrasts with our findings in which a comparable number of genes were affected by time of day (9,045) as by the drought treatment (10,180). Further, many more genes were affected by treatment × time interactions in our study (2,365) than in previous studies of *Arabidopsis* (4) [68]. These contrasting findings may reflect differences in experimental drought treatments, expression profiling platforms, or taxon-specific responses. Consistent with these studies, our findings suggest that evaluating drought responses at a single time of day would grossly underestimate the scope of transcriptional responses to drought. Future studies of drought response in C4 grasses and other plants may benefit from sampling at multiple time points, and at minimum, the precise time of sampling should be reported to facilitate comparisons across studies. Interestingly, similar work in Poplar suggest these interactions between diel and drought effects depend on genotype [69]. In that study, transcriptional responses to drought peaked at different times of day in two different commercially important clones. While the present study focused on a single switchgrass genotype, this observation suggests that interactions between diel and drought effects may be similarly important in shaping responses of switchgrass to drought stress and should be considered in future studies of diverse switchgrass accessions.

### Integrating transcriptional, metabolomic, and physiological responses

Although our experimental design consisted of only two treatments (watered and unwatered), variation in application of these treatments or the rate of soil drying among pots, or water use efficiency among plants, produced a continuous distribution of variation in drought stress.

For example, Ψ_pd_ ranged from -4.8 to -0.6 in the drought treatment and from -1.5 to -0.2 in controls (Figure 1b). This variation provided an opportunity to search for correlations between gene expression and other phenotypes. We uncovered non-linear relationships between gene expression and physiological traits, suggesting thresholds in leaf physiological status that may drive important transcriptional changes during drought stress. This pattern was especially clear for Ψ_pd_ (including genes involved with inorganic cation transport, and metabolism of malate and other dicarboxylic acids) and q*P* (including genes associated with monosaccharide metabolism). Accumulation of inorganic cations during drought may reflect osmotic adjustments [70–72], but inorganic cations may also serve to balance organic acids such as malate [71]. Malate has often been associated with stress responses in plants and is usually associated with changes in stomatal conductance, osmotic potential, or photosynthetic capacity [73, 74]. Malate plays an important functional role in photosynthesis for many C_4_ plants where it is decarboxylated, leading to a release of CO_2_ into the bundle sheath, which is then used in the Calvin cycle [55]. The relationships between gene expression and physiology (Figure 7) suggest that regulation of C_4_ gene expression and the abundance of metabolic intermediates (Figure 8) are highly sensitive to small deviations from typical Ψ_pd_ values, but that once the threshold (~ -2.5 MPa) is reached, further decreases have no effect on gene expression. Future studies of variation in drought tolerance among *P. virgatum* accessions and under stress imposed under more natural field conditions will be important for exploring variation in these thresholds.

Interpretation of the relationship between monosaccharide genes and q*P* (the proportion of open PSII reaction centers in the light-harvesting antennae of the thylakoid membrane) is less clear. q*P* generally provides information on processes affecting photochemical efficiency [75]. During drought stress, soluble sugars often accumulate [76] and serve multiple functions include signaling and osmotic adjustment [60, 77–79]. Our observation that monosaccharide metabolism genes (including several glycolytic enzymes) are down-regulated during drought stress is consistent with these roles and with the observed accumulation of monosaccharides (glucose, fructose) in the drought treatment.

Clearly, the relationships (both linear and non-linear) between gene expression and other phenotypes identified in this study are only correlations. Further research will be needed to clarify the causal relationships among these variables.

### Variation in drought responses in a changing climate

Climate models predict an increasing frequency and intensity of drought events during the next century [7, 9]. Considering the central role of drought stress in structuring plant communities, these projections highlight the importance of understanding variation in drought stress responses, including drought recovery, within and among plant taxa. *Panicum virgatum* occurs naturally across a wide precipitation gradient [80–84], and while some studies have found little physiological variation among populations in response to drought [42, 56], other studies including diverse genotypes have shown extensive variation in physiological responses to variable soil moisture (Aspinwall *et al.*, in review). Exploring variation in physiological and transcriptional responses to soil moisture availability among *P. virgatum* cultivars and populations will provide additional insight into the mechanistic basis of these differences. Examining whether genotypes differ in the timing (physiological thresholds at which expression changes are induced) or magnitude of gene expression responses during drought stress may be especially informative.

## Conclusions

Overall, our results provide a new perspective on the complex mechanisms underlying drought stress responses in plants. Further studies describing the mechanistic basis for natural variation in drought tolerance will be important for understanding the scope of plant drought tolerance and adaptation, and may advance the development of drought-tolerant germplasm required for agricultural sustainability under climate change.

### Ethics

All research was carried out in accordance with institutional, local, and federal regulations. For this greenhouse-based study of a widely cultivated crop species, no special ethical consent or approval was required.

## Electronic supplementary material

Additional file 1: **All supplementary figures and tables except for large data tables, which are provided separately (below).** This document includes **Figures S1-S4, and Tables S1, S2, S4, and S9**.

Additional file 2: Table S3: Raw metabolite abundance data.

Additional file 3: Table S5: Complete list of DEG for all contrasts in both drought and recovery experiments.

Additional file 4: Table S6: Raw gene expression data (number of reads mapped to each isogroup).

Additional file 5: Table S7: Complete list of relationships between physiology and gene expression identified using maximal information coefficient.

Additional file 6: Table S8: Complete list of genes showing linear correlations between gene expression and metabolite abundance.

Additional file 7: Table S10: Expression changes in genes associated with C_4_ photosynthesis.

# Supplementary material for: Integrating transcriptional, metabolomic, and physiological responses to drought stress and recovery in switchgrass (Panicum virgatum L.)
**Source:** BMC Genomics. 2014 Jun 26;15(1):527. doi: 10.1186/1471-2164-15-527
**Supplement:** Supplementary file 1 — Additional file 1: All supplementary figures and tables except for large data tables, which are provided separately (below). This document includes Figures S1-S4, and Tables S1, S2, S4, and S9.

**Additional file 1**

Integrating physiological, transcriptional, and metabolomic responses to drought stress and recovery in switchgrass (*Panicum virgatum* L.)

Table of contents

Table S1. Tissue sampling and sequencing depth for RNA-Seq analysis of drought and recovery treatments

Table S2. Details of custom transcriptome assembly used as a reference for RNA-Seq analysis.

Figure S1. Rarefaction analysis of gene detection with increasing sequencing depth.

Table S4. Targets, primer sequences, and efficiency data for qPCR primers used in this study.

Figure S2. Experimental validation of stability for qPCR reference genes.

Figure S3. Details of qPCR validation of expression changes detected by RNA-Seq.

Figure S4. Non-linear relationships between gene expression and stomatal conductance (*g*s)

Table S9. Putative transcription factors associated with physiological traits or metabolite abundances.

| Table S1. Tissue sampling and sequencing depth for RNA-Seq analysis  of drought stress and recovery treatments | | | | |
| --- | --- | --- | --- | --- |
| Sampling  date | Time  of day | Treatment | *n* | Average no.  reads aligned |
| Day 13 | 5:00 AM | Drought | 12 | 2,681,431 |
|  |  | Control | 6 | 1,601,913 |
|  | 2:00 PM | Drought | 15 | 2,163,236 |
|  |  | Control | 7 | 1,245,287 |
| Day 14 | 5:00 AM | Drought | 13 | 4,214,697 |
|  |  | Control | 8 | 8,502,935 |
|  | 10:30 AM | Drought | 7 | 2,504,661 |
|  |  | Recovery | 7 | 2,114,300 |
|  |  | Control | 6 | 2,195,533 |
|  | 12:00 PM | Drought | 6 | 1,555,181 |
|  |  | Recovery | 7 | 1,292,167 |
|  |  | Control | 7 | 1,421,956 |
|  | 2:00 PM | Drought | 6 | 1,283,801 |
|  |  | Recovery | 6 | 1,442,102 |
|  |  | Control | 7 | 1,249,621 |
| Totals |  |  | 119 | 303,871,257 |

| Table S2. Construction of transcriptome reference for RNA-Seq. | |
| --- | --- |
| Reads assembled | 3.2 Gb |
| Assembly length | 65 Mb |
| Average coverage | 49.6 |
| Number of isotigs | 89,850 |
| Average isotig length | 1,538 bp |
| Isotig N50 | 1,865 bp |
| Number of isogroups | 38,586 |
| Isogroups assigned gene names | 28,219 |
| Isogroups assigned GO terms | 13,119 |
| Assembly used publicly available EST data from accession Alamo AP13 (454 data from NCBI’s Sequence Read Archive: accessions SRR187765-SRR187775; Sanger sequences from cDNA libraries CFNU, CFNT, and EXTA; Zhang et al., 2013). Reads were quality filtered, screened for adaptor and vector contamination, and assembled in Roche De Novo Assembler v2.6 with the ‘-cdna’ option. | |

Figure S1. Rarefaction analysis of gene discovery as a function of increasing sequencing depth.

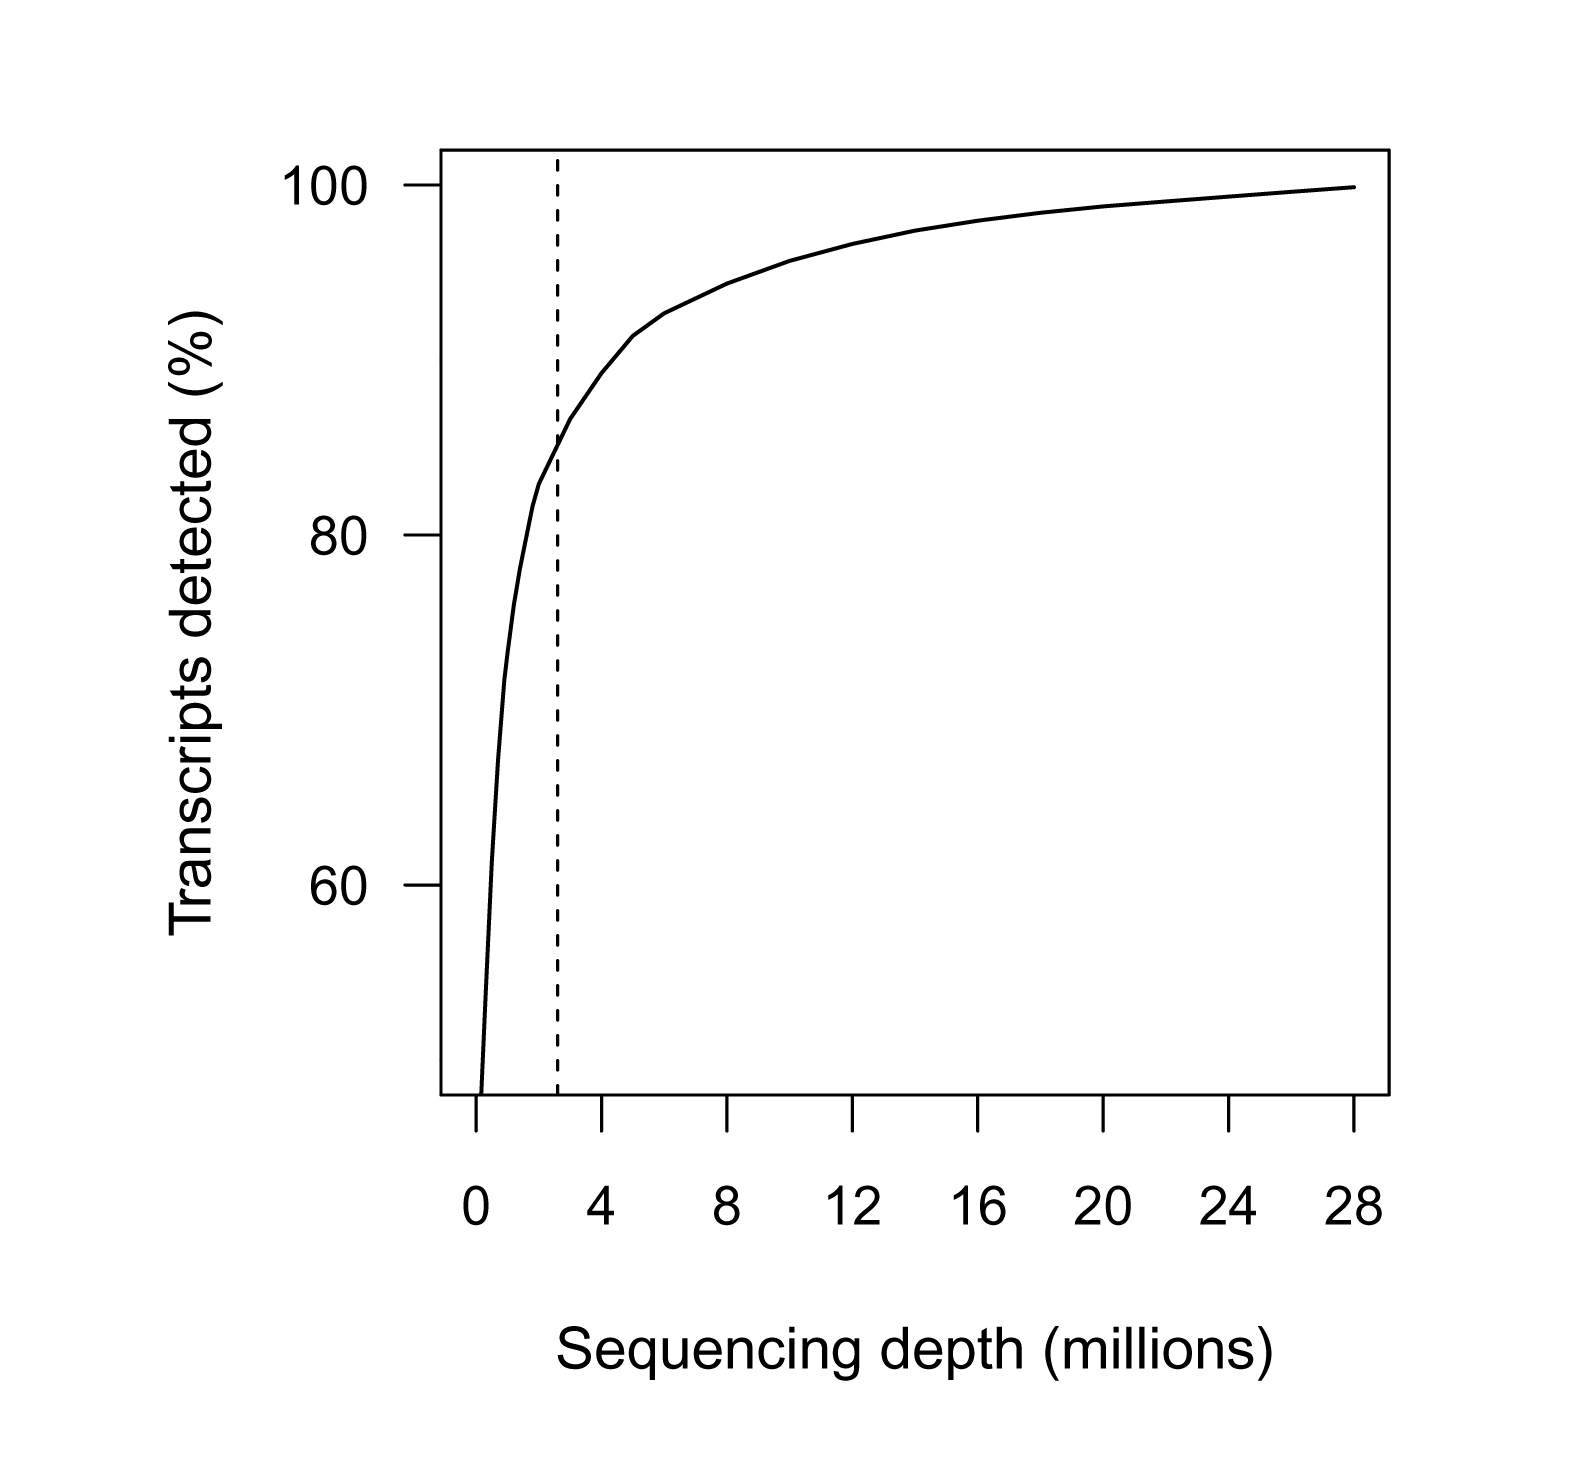

Aligned reads from a single, deeply-sequenced sample were resampled with replacement to simulate a range of different sequencing depths. For each resampled dataset, the number of genes (isogroups) detected at least once was counted. Ten resampled datasets were generated at each simulated depth, and the average number of genes detected per depth is shown here. The vertical dashed line indicates the average sequencing depth per sample achieved in the present study (2.6 million mapped reads per sample), corresponding to 85% of the genes detected at high coverage (>28 million mapped reads).

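The same resampled reads show how the curve falls below the average depth. At 1000000 reads, a depth that 30 of the 119 samples did not reach, 82.0% of the isogroups detected at 28000000 reads were recovered. At 159316 reads, the lowest total of any sample, the figure was 55.7%. Each point of such a curve counts an isogroup as detected from a single read, so it describes discovery and not the precision of an expression value.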

| Table S4. qPCR targets, primer sequences, and qPCR efficiency data. | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Abbr. | Isotig | Gene Annotation | F primer | R primer | E | R2 |
| Ago | 21015 | Protein argonaute 1B (Q7XSA2) | AGTGGGAACATACTGCCTGG | TCTCATCCCACAGGACATGA | 1.89 | 0.99 |
| Alo | 68624 | D-arabinono-1,4-lactone oxidase (Q6YXT5) | TCATCGGAGCAGACACAAAG | GCAAGTTCCTCGAGGTGAAG | 1.81 | 0.98 |
| Arr11 | 40712 | Two-component response  regulator ARR11 (B6UC09) | CTCCTTCCAAGAGCAACCTG | GTGGCATTCTGAGGGTCAAT | 2.01 | 0.91 |
| Ascox | 61335 | L-ascorbate oxidase (B6SZ55) | GTCTTTTCGCGAACTCCTTG | TCGCCAGTCTCCTACTGGAT | 1.91 | 0.82 |
| Cmv | 16587 | CMV 1a interacting protein 1 (B6TUL7) | GGATTTGGAGGAGACGATGA | CCAATCAGTAAGGCACGGTT | 1.85 | 0.98 |
| Cp24 | 29606 | Chlorophyll a-b binding protein CP24 (B4FXB0) | CCTTAACGTCGAGACCCTCA | CATCTTCTACTTCGAGGCCG | 1.94 | 0.97 |
| Dhn | 21267 | Dehydrin (Q41824) | CTTGTGCTCGTGCTTCTCAG | GATCAGGTGGAGGTGAAGGA | 2.01 | 0.93 |
| Dir | 77461 | Dirigent (B6U4X5) | CTCTTACGCAATAGCTCCCG | CACGAAAAGACCCAGGTTGT | 1.84 | 0.96 |
| Gibox | 60093 | Gibberellin 20 oxidase 2 (B6TEH4) | AATGTTGACGAGGAAGGAGC | ACAACTACACGCAGGACACG | 1.95 | 0.96 |
| Grab2 | 59207 | Geminivirus Rep A-binding protein  GRAB2 (Q6Z4N0) | ATTCGTCATCAGACCTTGGC | TTGGGTTCGTGAATCTAGCC | 2.04 | 0.92 |
| Hak9 | 40352 | Probable potassium transporter 9 (Q7XIV8) | CAATATCGCCAGCACTAGCA | CATGGGTCAAGCTGCCTATT | 1.88 | 0.98 |
| Nced1 | 39001 | 9-cis-epoxycarotenoid dioxygenase 1  (Q6YVJ0) | AGGAAGAAGAAGAGCACCCC | CTTGCAGTGCCAATTCTTGA | 1.89 | 0.99 |
| Pp2c | 37128 | Protein phosphatase 2C ABI2 (B6SVM9) | TGCAGCGACAAGTTGTTAGG | TCTGTACCATATGCGTGGGA | 1.92 | 0.97 |
| Prr1 | 29930 | Two-component response  regulator-like PRR1 (B6SVD1) | ACATTGCCAGGAACAAGGAC | GTCCAAAGGTTCAGCAGCTC | 2.13 | 1.00 |
| Snrkip1 | 60623 | SnRK1-interacting protein 1 (B6ST86) | CTAAGAGAGTTGATGGCCCG | GCATGAGCTGGAGCAATACA | 1.94 | 1.00 |
| Usp | 14060 | Universal stress protein (Q7XE49) | GAAACATCTTGATCGCCCAC | CTTACCCCGAGTGCATGATT | 2.09 | 0.84 |
| Zep | 09900 | Zeaxanthin epoxidase (B6U0L0) | TCGGTACCCAACTGTGTCAA | AGGTGATCTTTTGGTCGGTG | 1.97 | 0.95 |
| Eif5a | 03051 | Eukaryotic translation initiation factor 5A  (B6SIL7) | GGTTTTATGCCCTCTGCGTA | CACATCCGTGAAACTGTTGG | 2.00 | 0.98 |
| Cox1 | 67591 | Cytochrome c oxidase subunit 1 (Q5PY52) | TTCTATGGGAGCCGTTTTTG | CCCTAAGAAATGCATGGGAA | 2.07 | 0.99 |
| Cyct1-3 | 29381 | Cyclin-T1-3 (Q2RAC5) | TGAAGCCTCATTCCCAAATC | CGGCAAACTTGGTAATTCGT | 1.86 | 0.95 |

Figure S2. Stability of qPCR reference genes

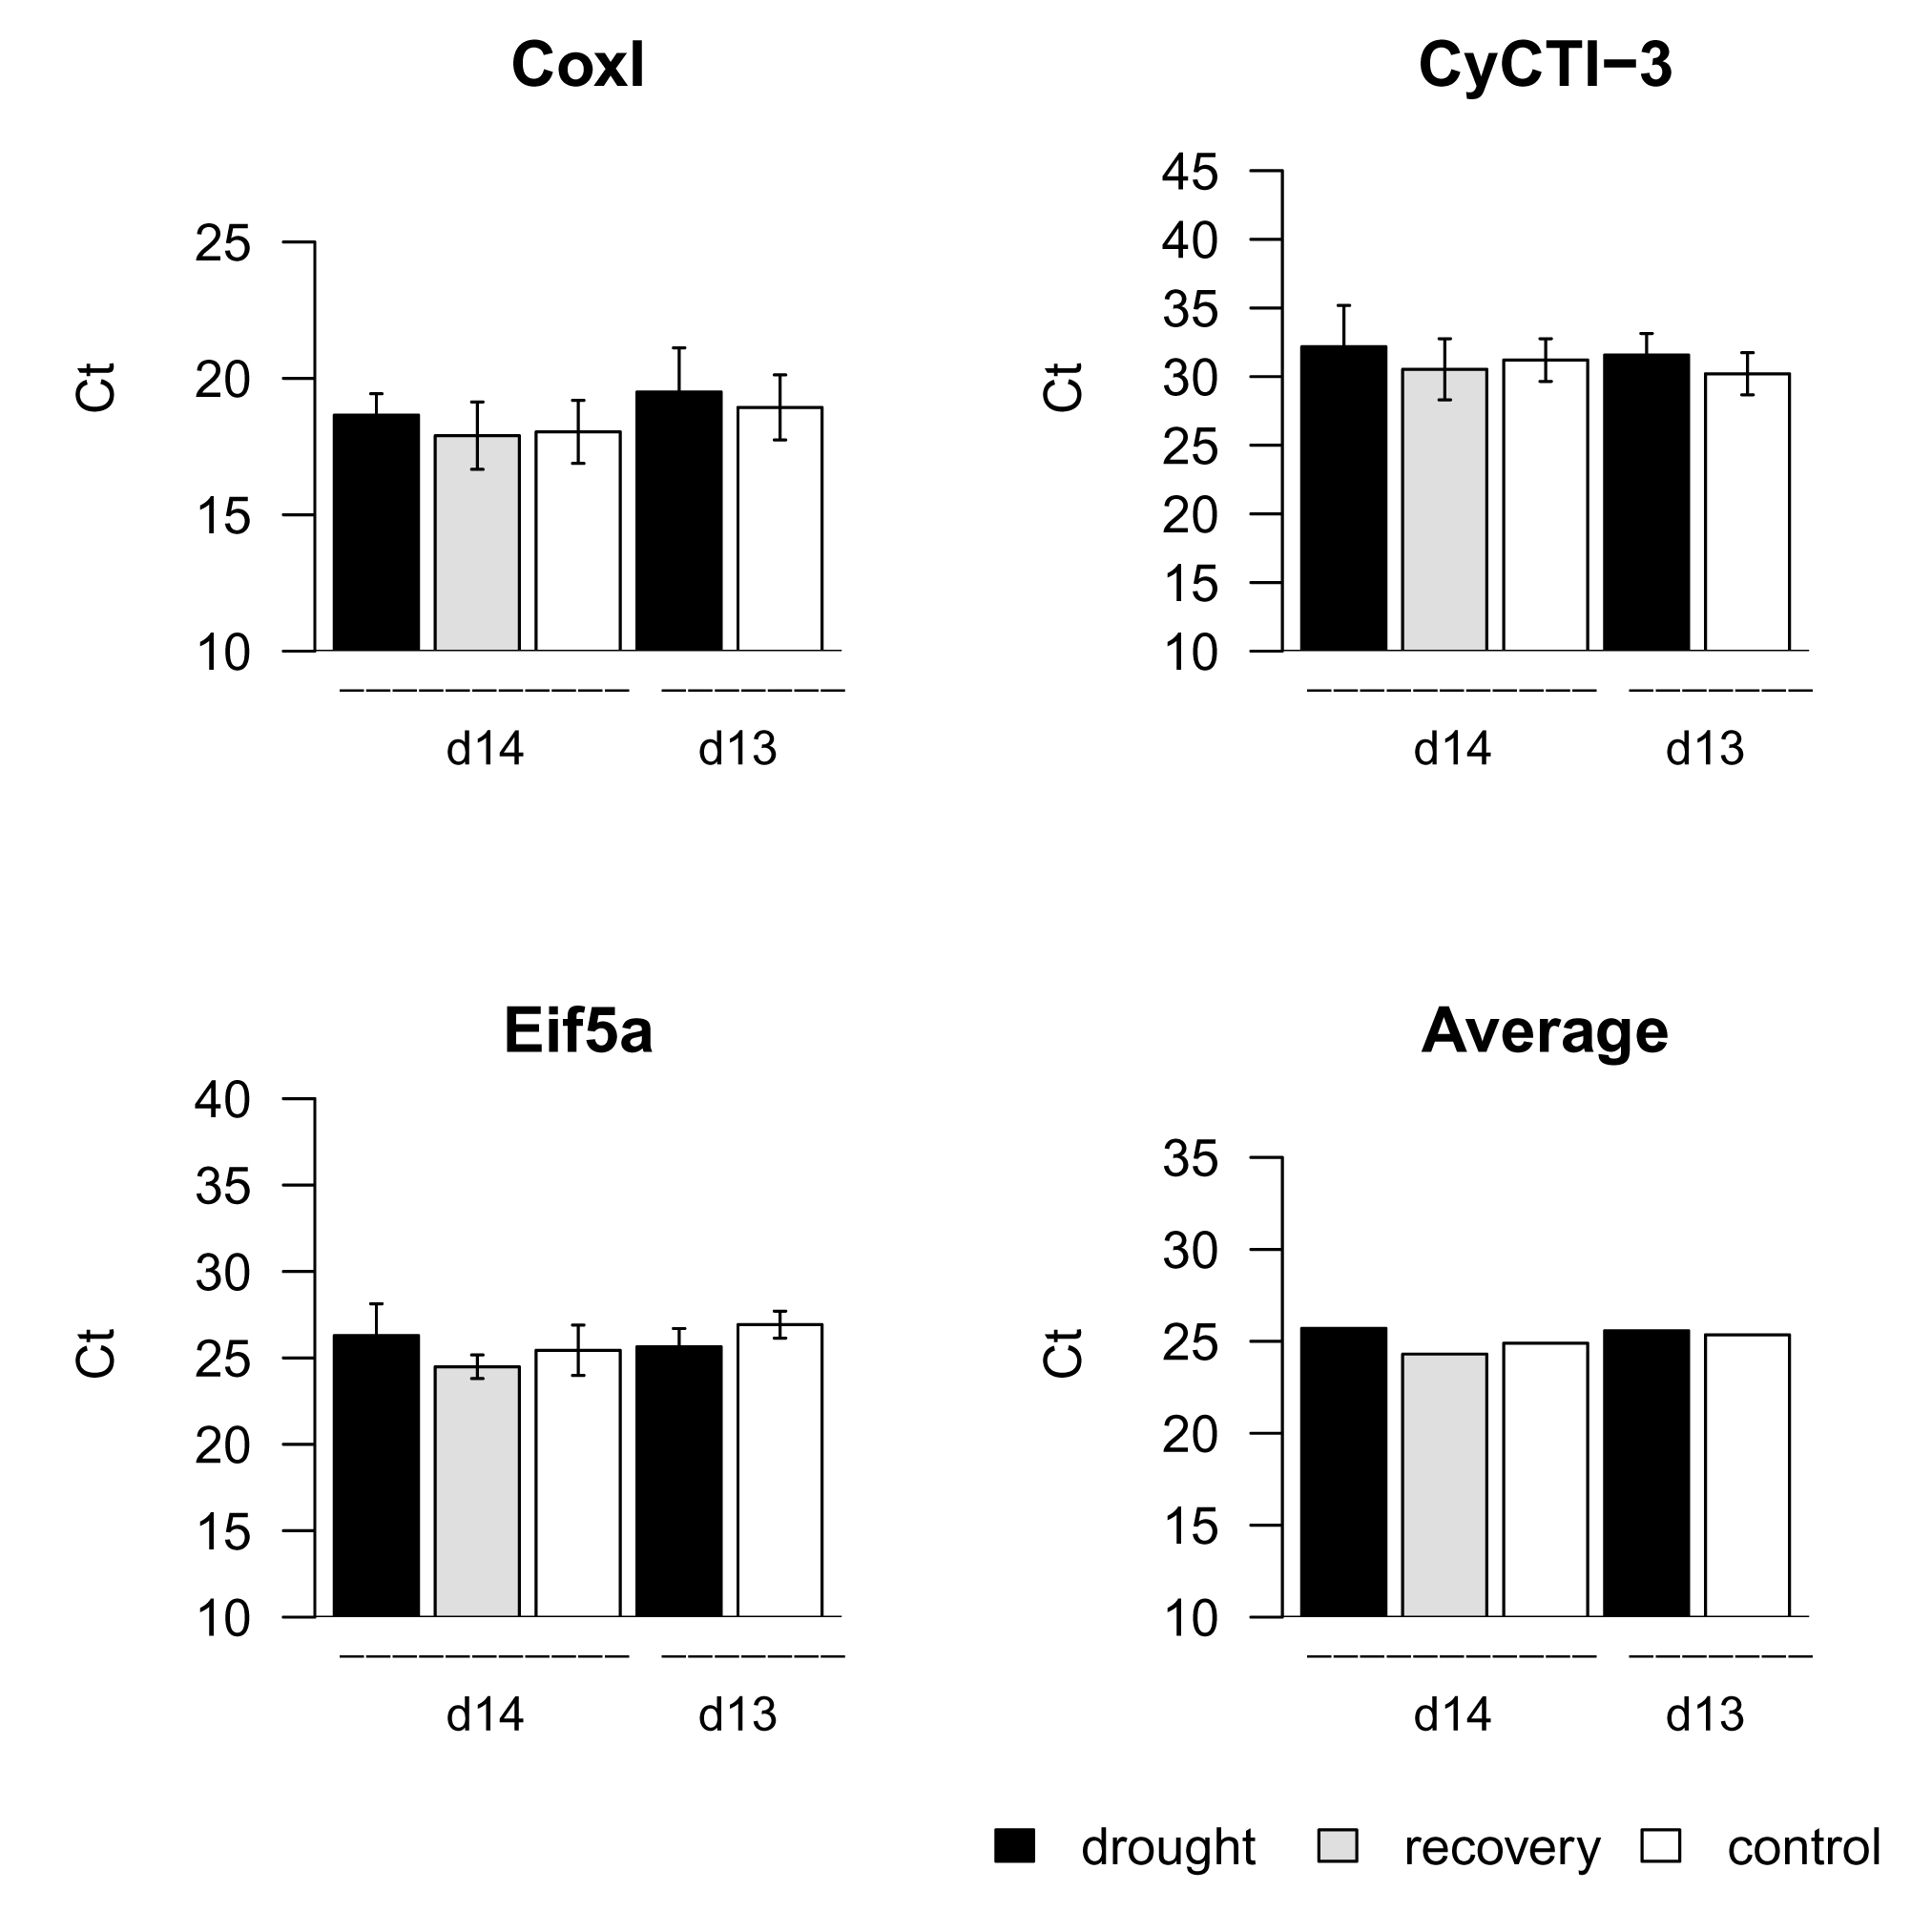

To verify stable expression across samples and treatments for reference genes chosen from RNA-Seq, cDNA was prepared from equivalent amounts of total RNA for all samples (500 ng). Each bar represents the average of n=4 replicate samples from each day and treatment, with each sample assayed in triplicate. Error bars indicate standard error. No differences among treatments or days were observed (ANOVA; P > 0.05), confirming the suitability of these reference genes for expression analysis.

Figure S3. Gene-by-gene qPCR validation figure

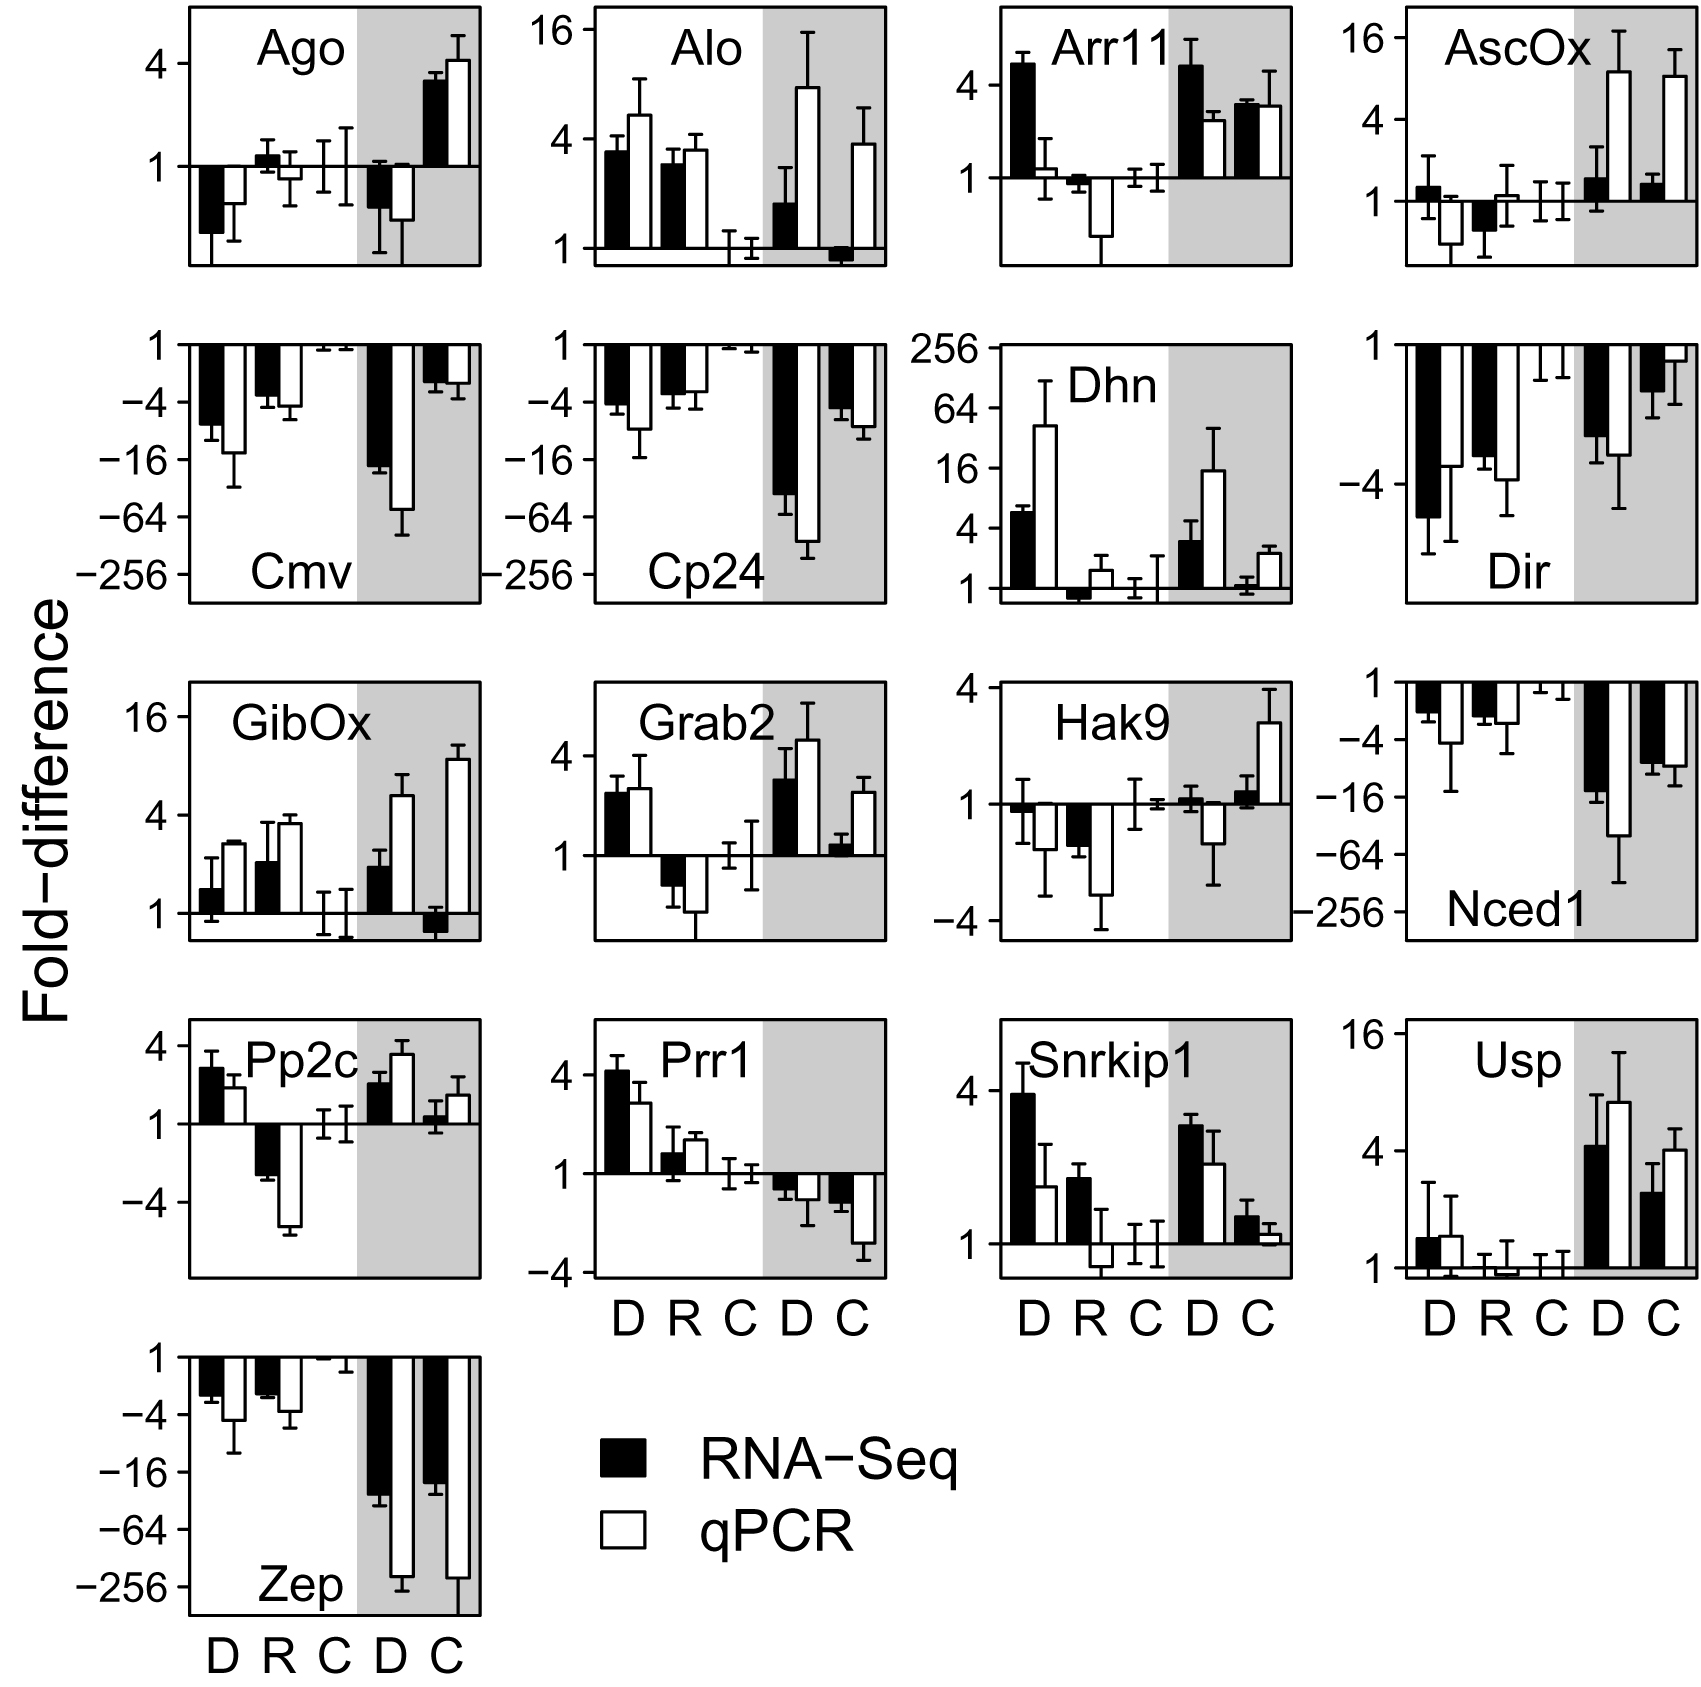

Details of gene expression data for the regression between qPCR and RNA-Seq shown in Figure 5. Each bar represents the average of n=4 samples chosen for validation. qPCR values were measured in triplicate for each sample. Error bars represent standard error of the mean across biological replicates. qPCR data normalized using internal reference genes CoxI, CyCTI-3, and Eif5a. D: drought treatment; R: recovery; C: control.

Figure S4. MIC curves for gs

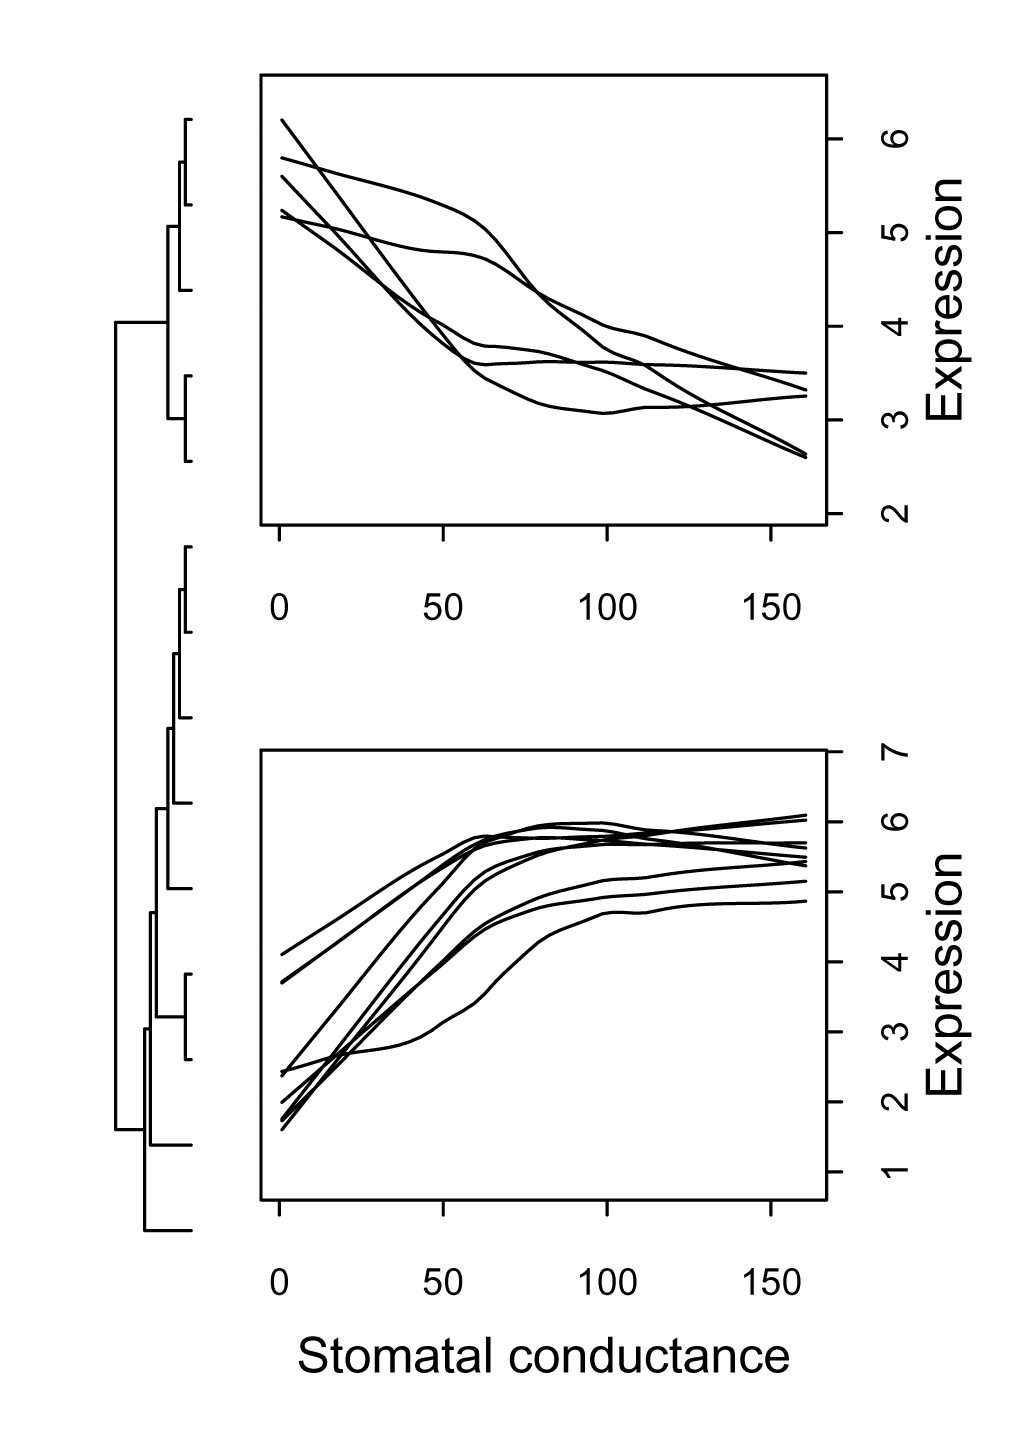

Significant relationships between gene expression and stomatal conductance (*g*s) (MIC P < 0.05 after Bonferroni correction, |r| < 0.8). Transcripts showing similar patterns were grouped by hierarchical clustering of dissimilarity matrices. Each line represents a series of paired expression data and physiological measurements smoothed using local polynomial regression (span=0.8).

| Table S9. Putative transcription factors associated with physiology or metabolites | | |
| --- | --- | --- |
| Isogroup | Gene annotations (BLASTX matches) | Correlated trait (*r*) |
| 07796 | Nuclear transcription factor Y subunit B-4 (Q65XK1) | capric acid (0.928) |
| 22061 | BZIP transcription factor protein (B6SNH0) | erythronic acid (0.907) |
| 01272 | Scarecrow (A5HJS4) | erythronic acid lactone (0.928) |
| 13243 | Transcription factor HY5 (B6UHC7) | homoserine (-0.927) |
| 00213 | WRKY transcription factor 18-like protein, methyltransferase-like (Q5QMC1,Q8S0I2) | isocitric lactone (-0.909) |
| 00687 | Steroid hormone receptor TF (D7L9T8) | MPa (0.646) |
| 02136 | Homeodomain protein JUBEL1 (B6SXN6) | MPa (0.719) |
| 01699 | Homeobox-leucine zipper protein HOX29 (A2WLR5) | MPa (-0.72) |
| 03539 | Ocs element-binding factor 1 (B4FB01) | MPa (0.727) |
| 12779 | Homeobox-leucine zipper protein HOX22 (Q7XUJ5) | MPa (-0.729) |
| 12088 | Putative NAC transcription factor (D7R5Z9) | MPa (-0.757) |
| 01380 | Homeodomain leucine zipper CPHB-5 (B6T963) | MPa (0.76) |
| 01815 | Transcription factor AP2D23-like (Q2TQ34) | MPa (0.763) |
| 03044 | DNA binding protein, Putative I-box binding factor (B6U2E0,Q5N7G4) | MPa (-0.772) |
| 04447 | G-box-binding factor 4 (B6SKU0) | MPa (-0.775) |
| 22199 | Homeobox-leucine zipper protein HOX22 (Q7XUJ5) | MPa (-0.783) |
| 00514 | Hydrolase, Trichomeless2, Myb family transcription factors (B6TAN9, D3GKX6, D7LC50, Q9M157) | MPa (0.786) |
| 05832 | Homeobox-leucine zipper ATHB-6 (B6U539) | MPa (-0.801) |
| 06009 | Myb transcription factor (Q5TKI8) | MPa (-0.821) |
| 07067 | WRKY55-superfamily of TFs having WRKY and zinc finger domains (B6SMI9) | palatinitol (0.919) |
| 03191 | G-box binding factor 1 (Q41735) | qP (-0.674) |
| 19717 | R1MYB1 protein (B9UK63) | qP (-0.703) |
| 08677 | Dehydration responsive element binding (B6SSG7) | qP (-0.802) |
| 04835 | Putative Myb13 protein (Q6YSZ5) | threonic acid (0.908) |
| 13142 | TF jumonji domain, N-acetyltransferase and TF-like (D7KZW7,Q6YVS8) | xylonic acid (0.932) |

How the deposited data were processed for this re-analysis (not part of the article)

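Gene expression was analysed in 119 leaf samples of switchgrass AP13 from 24 plants: 41 control, 59 drought and 19 recovery samples, collected over days 13 and 14 of the experiment. Each sample belonged to a single plant, and most plants were sampled at several times. Samples were assigned to treatment, day, time of day and plant from their labels and the paper. Library plate was presumed from the leading digit of the authors' sample ID, whose meaning is not stated. The label of 10 AM on day 14 was read as the 10:30 AM of the paper.

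The authors sequenced tag-based cDNA libraries on the SOLiD platform, mapped the reads with SHRiMP to a transcriptome assembly of AP13, and removed weak, short and ambiguous alignments. The authors deposited the result as counts of reads per isogroup and sample, without normalization. Homeologs are combined within an isogroup, and members of gene families that share reads may be undercounted because ambiguous reads were removed. Metabolite values were the mass spectrometry signal per plant in Table S3, which the authors provide as raw data and which were converted to log2 here.

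Total reads per sample ranged from 159316 to 28193411, with a median of 1402269, so counts of weakly expressed isogroups are imprecise in many samples. From the 35352 isogroups, the 26988 with a mean of at least 1 read per sample were tested. Counts were normalized with TMM factors and converted to log2 CPM with precision weights by voom, using an offset of 0.5 reads. Linear models were fitted with limma, with plant as a random factor through its duplicate correlation, estimated in 2 rounds. Standard errors are those of the fit after eBayes moderation. P-values were adjusted with the Benjamini-Hochberg procedure within each contrast, and an adjusted value under 0.05 counted as differentially expressed. The drought experiment compared control and drought at 5:00 AM and 2:00 PM in 74 samples. The recovery experiment compared control, drought and recovery at 10:30 AM, 12:00 PM and 2:00 PM in 58 samples. The scripts were tested on simulated counts with 200 changed isogroups. Between 98.5% and 100% of these were recovered for treatment and time and between 66% and 98% for the interaction. The highest share of false calls was 10.71%, above the threshold of 0.05. The simulation used a single dispersion, a single size of change per contrast and a fixed plant correlation. Only isogroups with a mean of at least 10 reads were changed. The shares therefore do not measure the power reached in the real data.

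Isogroups named in the text were those named by the paper and, for each contrast, the 2 with the largest increase and the 2 with the largest decrease among those past the threshold with a mean of at least 10 reads per sample. Functional categories were built from protein names in the available part of Table S5 before the counts were available, and compared with all other isogroups by a rank-sum statistic with 100000 permutations. Metabolite relationships used Pearson's r at an absolute value of at least 0.9 in the 12 plants with both measurements. The C4 isogroups were also compared in these plants, by exact permutation of 4 plants against 4.

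Alternatives were the absence of a filter or a minimum of 10 reads, library size alone or DESeq2 size factors in place of TMM, edgeR's quasi-likelihood and DESeq2's Wald tests with plant ignored, no block or a fixed block for plant, sample quality weights, plate or day as a covariate, single days, thinning to 1000000 reads, a 2-fold minimum, the 2 samples of plant 8 summed, and leaving out each plant for comparisons of 4 plants. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

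Physiological values of individual plants, quantitative PCR and the MapMan bins of each isogroup were not in the files analysed here. Statements resting on them therefore have no passage, or were examined only in part through named isogroups or the direction of expression changes. The available parts of Tables S5 and S6 were incomplete.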

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

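In each group of 4 to 10 samples, the gap between the most extreme sample and its neighbour was compared with the range of the group. Of 29 groups examined, 4 had a sample far from the others, where about 1 in 20 groups is flagged by chance. Total reads were high in the drought sample of plant 8 at 10:30 AM on day 14 (6774830, gap 0.607 of the range, n = 7) and in the recovery sample of plant 6 at 12:00 PM (2028101, gap 0.65 of the range, n = 6). These describe sequencing depth, and no biological explanation was tested.

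Among the 4 drought plants with metabolite data, isogroup00615 was at 8.15 log2 CPM in plant 10 (gap 0.889 of the range) and isogroup06639 at 3.12 in plant 11 (gap 0.877 of the range). Without plant 11, the drought difference of isogroup06639 was 3.983, and without plant 10 that of isogroup00615 was -1.622. The value in plant 11 lies among the control plants, and the other samples of this plant are described under the other observations.

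Drought effects differed between 2:00 PM and 5:00 AM, by the interaction term of the limma fit, for the named isogroup03982 (1.912), isogroup32485 (-2.362), isogroup20503 (4.905), isogroup02257 (4.792), isogroup24422 (-4.615) and isogroup12298 (-4.571). Technical explanations were weighed for these 6. With library size alone in place of TMM normalization, 6 of 6 stayed past the threshold, and with the presumed library plate as a covariate also 6 of 6. When samples were thinned to 1000000 reads, 5 of 6 did, the exception being isogroup03982, which had 1.489 (adjusted p = 0.07641 from limma). For isogroup03982 the pattern therefore cannot be told apart from an influence of sequencing depth. The other 5 did not lose significance when depth was capped. With the day 13 samples alone, isogroup03982 and isogroup12298 fell short of the threshold (adjusted p = 0.7354 and 0.3214 from limma). So did isogroup20503 and isogroup32485 (0.06982 and 0.06902), while isogroup02257 and isogroup24422 stayed past it. With day 14 alone, only isogroup03982 fell short (0.05807). Both fits use fewer samples. A biological explanation, a drought response that depends on the time of day, remains a hypothesis. The predictions for these tests were written after the interactions had been seen.

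In the recovery experiment, the change of isogroup01909 between 10:30 AM and 2:00 PM differed between recovery and drought plants by -2.32. Its expression in recovery plants was 5.5 log2 CPM at 2:00 PM, below the 7.7 of control plants at that time. The paper does not discuss this isogroup. In 9 of 50 splits of the treatment labels among plants, the real one included, at least 1 isogroup passed the same interaction test, so a single isogroup past the threshold is not unusual. The splits were compared by count only and do not weigh the strength of the isogroup01909 interaction (adjusted p = 4.65e-05 from limma). No technical explanation beyond the alternatives was tested for it, and the value was -2.244 with a fixed block for plant.

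Counts of DEG were compared with those from 50 splits of the labels, the real one included, a number limited by computing time. Labels of treatment were exchanged among plants and labels of time within plants. A count as large as the real one was found in 1 of 50 for the drought treatment (the largest other count was 3711), 1 of 50 at 5:00 AM (4978), 1 of 50 at 2:00 PM (569), 1 of 50 for time of day (1862) and 1 of 50 for the interaction (13). The interaction also depends on the labels of time. With these exchanged it was 1 of 50 too, but the largest other count was 1054, not far below the real 1306, and the next was 42. In recovery it was found in 2 of 50 for treatment (1914), 1 of 50 for time of day (14) and 9 of 50 for the interaction (20), or 7 of 50 (4) with labels of time exchanged. For C4 isogroups down-regulated in drought it was 1 of 50, and for those changed in recovery 5 of 50, so the latter count is not distinguished from other splits. For 10 light reaction isogroups significantly lower in drought it was 2 of 50. The direction of all 258 Table S7 isogroups recurred in 8 of 50 splits, while direction and significance together recurred in 1 of 50. The number of pairs of isogroups and metabolites was reached in 14 of 100 permuted orders, and with treatment means removed in 49 of 100. As a whole, the number of such pairs is not distinguished from that of permuted metabolite samples. All of these predictions were written after the counts had been seen.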

How the results depend on the processing

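The settings of the main analysis and all alternatives, except the 2 named here as added, were chosen before the processed files arrived. Over 718 alternative values of 56 results, 33 results were the same under every alternative. Of the 23 headline results, 9 were the same throughout. Counts were taken as the same within 1.5 times the main count.

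Requiring a 2-fold change lowered the counts to 4596 isogroups for the drought treatment (main 9940), 6060 at 5:00 AM (10240), 3083 at 2:00 PM (4909), 3390 for time of day in the drought experiment (10231), 791 for recovery (1257) and 2597 for time of day in the recovery experiment (5458). It also left 1 of 4 category isogroups in recovery. This setting removes small changes. With the day 13 samples only, the counts were 6151 for treatment, 3860 at 5:00 AM, 3119 at 2:00 PM, 4477 for time and 38 for the interaction (main 1306). With day 14 only they were 5539 for treatment, 71 at 2:00 PM, 6773 for time and 137 for the interaction. These fits use fewer samples, and the day 14 mid-day drought group has 6 samples with a median of 928415 reads. Of these 6, the samples of plants 11 and 21 had profiles nearer to control. The mid-day control sample of plant 19 on day 14 was nearer to drought. No fit of day 14 alone left these samples out, so their share in the low count at 2:00 PM is not known.

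Sample quality weights, which reduce the influence of variable samples, gave 7438 isogroups at 2:00 PM and 327 recovery interactions (main 1). Plant as a fixed replicate block gave 79 recovery interactions. Thinning to 1000000 reads gave 701 drought interactions, so depth limits this count. The edgeR test, with plant ignored, gave 839 drought interactions, 1987 recovery isogroups, 3 recovery interactions and 2 C4 isogroups in recovery (main 1). The DESeq2 Wald test gave 2204 recovery isogroups and 26 recovery interactions. A minimum of 10 reads per sample gave 21 recovery interactions and 3 C4 isogroups in recovery, and no replicate block also gave 3. Other definitions of the recovery effect gave 723 isogroups (significant at 1 or more of the times) and 677 (F test). Adjustment over the 3 contrasts together, added after seeing the data, gave 2673 drought and 381 recovery interactions, since shared adjustment relaxes the threshold for the contrast with the fewest changes. Setting aside the sample with the fewest reads, also added after seeing the data, gave 1225 drought interactions.

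The share of isogroups detected at 2600000 reads was 90.2%, and 89.1% without replacement. Pairs of isogroups and metabolites rose from 410 to 1022 by Spearman's rho and to 1617 with treatment means removed, and ranged from 799 to 1067 across the 12 fits that each left out 1 plant. In drought, isogroup00615 changed by -0.837 with all samples of day 14 at 2:00 PM (main -1.347), and in recovery by 0.5095 in the full fit (main 1.258), which averages over earlier times. Across the fits that each left out 1 plant, isogroup00615 ranged from -1.622 to -1.193 in drought and from 1.1 to 1.533 in recovery, isogroup06639 from 2.624 to 3.983 and from -3.989 to -2.63, and isogroup00318 from 1.014 to 1.433 and from -1.324 to -0.906.

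Of the 33 results for named isogroups, 24 were the same throughout. In the others, 13 values changed: 9 were weaker, 4 stronger and 0 reversed. A treatment effect could not be fitted with plant as a fixed block, since within each experiment every plant had 1 treatment.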

Differences from the paper's values

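Drought interactions numbered 1306 isogroups, against 2365 in the paper. None of the alternatives set before the files arrived came within 1.5 times the paper's value. Adjustment over the 3 contrasts together gave 2673 and closed the gap, but was chosen after seeing the values. Those with a negative interaction numbered 464, against the paper's 1136. With library size only in place of TMM normalization there were 1036, and no other alternative closed this gap. The same setting lowered the positive interactions from 842 to 366, against the paper's 1229, and so moved them out of range.

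Time of day in the recovery experiment affected 5458 isogroups, against the paper's 2196. A 2-fold minimum gave 2597 and closed the gap, and the other alternatives did not. Recovery interactions numbered 1, against the paper's 148, with the 10:30 AM sample of plant 27 included in every fit. No alternative closed this gap: sample quality weights gave 327, the fixed replicate block 79, DESeq2's Wald test 26 and the minimum of 10 reads 21, and adjustment over the 3 contrasts together, chosen after seeing the values, gave 381. Of these interactions 0 were positive, against the paper's 60, and no alternative closed the gap, with 98 for quality weights and 14 for the fixed replicate block. Negative ones numbered 1, against the paper's 88. The fixed replicate block gave 65 and closed this gap, while quality weights gave 229 and the other alternatives did not close it.

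Several statements of the paper differ from the values obtained. The paper states that drought affected a comparable share of genes at both times of day, whereas 37.9% of isogroups differed at 5:00 AM and 18.2% at 2:00 PM. It names isogroup24130 and isogroup10027 as responding differently over time in recovery and drought plants, while their interactions had adjusted p-values of 0.156 and 0.107 in limma. For carbonic anhydrase, the paper describes other isogroups as tending upward in drought, but 4 of the other 7 were lower in the fit of all samples and 5 of 7 in the 12 samples. The same 4 have fold changes under 1 in Table S10 (0.961, 0.148, 0.973 and 0.795), so here the values themselves do not differ from the paper's. The paper describes the partners of shikimic acid as approximately evenly divided between positive and negative (13 and 15 in its Table 3), whereas 11 were positive and 20 negative here. The paper reports genes of abscisic acid metabolism as rising in drought and falling in recovery, whereas the recovery changes of the 2 isogroups examined were 0.5639 in isogroup00289 and -0.5631 in isogroup00426, with adjusted p-values of 0.434 and 0.214 in limma. It describes heat shock factors as falling in recovery, and 1 of the 4 examined did so significantly. Only part of each category was available here, chosen by protein name alone. The Calvin cycle, sucrose degradation and fermentation sets were not separated from other isogroups, with adjusted permutation p-values of 0.2434, 0.6926 and 0.6918. The heat shock proteins had 1 isogroup up-regulated and 1 down-regulated.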

Other observations

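Expression profiles were compared with the mean profile of each treatment and time, leaving the sample out of its own mean, across 17959 isogroups. Of 59 drought samples, 15 were nearer to the control than to the drought mean of their time, and 2 of 41 control samples were nearer to drought. Labels were not changed and no sample was left out on this account. Sequencing depth was weighed for the 15: their median was 1271855 reads, compared with 1471774.5 in the other drought samples, which is within a factor of 2. Low depth was thus not a feature of the group as a whole. Drought samples were not thinned, so depth is not excluded for single ones. The plant 21 sample among the 15 had the fewest reads of all (159316), with an r of 0.09 with control and 0.0 with drought.

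Among the 15, plant 8 gave 5 of its 6 drought samples, plant 27 gave 2 of 3, and plants 6 and 21 gave 1 each. The 2 samples labelled plant 8 at 2:00 PM on day 13 fell on different sides. Sample 8a had an r of 0.25 with control and 0.14 with drought, and sample 8b of -0.08 and 0.27. Of the 19 recovery samples, taken after re-watering, 8 were nearer to control. All samples of drought plant 11, 6 of 6, were nearer to control, which a single mislabelled sample would not give. They came from both presumed library plates, 2 from plate 1 and 4 from plate 2. The metabolite profile of plant 11, measured apart from the RNA, had an r of -0.46 with the control mean, 0.08 with the drought mean and 0.5 with the recovery mean, across 144 metabolites. This result, predicted before it was seen, is what RNA samples of another plant carrying the label of plant 11 could give. By metabolites, 4 of 4 control plants were nearest to the control mean and 6 of the 8 drought and recovery plants were not. However, 2 of the 4 drought plants were nearer to control than to drought, so the test is less certain for a single drought plant. These were plants 10 and 17, whose RNA samples were all nearer to drought. A mismatch between RNA and metabolites is thus not specific to a changed label. Drought and recovery were not separated, and 4 of the 12 plants were nearest to their own treatment. A drought plant that had not yet lost much water is a biological candidate explanation, and without physiological values of individual plants it was not tested. Neither can be excluded.

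The recovery sample of plant 27 at 10:30 AM was nearest to the control mean at 5:00 AM (r = 0.71), and the drought sample of this plant at 5:00 AM on day 13 to the recovery mean at 12:00 PM (r = 0.5). An exchange of the 2 labels is a candidate explanation. Their depth, 2246987 and 3710646 reads, was above the median of all samples and does not account for the pattern. No biological explanation was tested.

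The 2 control samples nearer to drought were those of plant 7 at 12:00 PM and plant 19 at 2:00 PM on day 14, with 836103 and 610256 reads. The other samples of these plants, 7 of 7, were nearer to control, so an effect on the whole plant is unlikely. Only 3 control samples had as few reads, these 2 included, and the other 1 was nearer to control, which is too few for a comparison. When each of the other 39 control samples was thinned at random to 610256 reads, 39 of 39 stayed nearer to control, so loss of depth alone does not account for the pattern. No biological explanation was tested. For the recovery group at 12:00 PM, the paper's Table S1 gives 7 samples with a mean of 1292167 reads, while the 6 samples labelled as such averaged 1368178. The added sample implied by these values would have 836104 reads, and the control sample of plant 7 at 12:00 PM has 836103. That this sample was counted in both groups of Table S1 is a candidate explanation.

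More isogroups were significant at 5:00 AM than at 2:00 PM, by a ratio of 2.09. After thinning to 1000000 reads the ratio was 1.34, so deeper sequencing of some 5:00 AM samples may account for much of it. The fold changes of Table S10 were within 1.5 times of the full drought fit for 57 of 57 isogroups and of the 12 samples for 44, which suggests that the table holds values of the full fit. Except for the metabolite profile of plant 11 and the thinning of control samples, the predictions of these tests were written after the patterns had been seen.

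In recovery plants, isogroup06639 averaged 6.61, 4.72 and 2.89 log2 CPM at 10:30 AM, 12:00 PM and 2:00 PM, and drought plants 6.85, 6.47 and 6.08.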
